# Regulation of metabolic and transcriptional responses by the thyroid hormone in cellular models of murine macrophages

**DOI:** 10.3389/fimmu.2022.923727

**Published:** 2022-07-22

**Authors:** Irene López-Mateo, Diego Rodríguez-Muñoz, Juan Vladimir de La Rosa, Antonio Castrillo, Susana Alemany, Ana Aranda

**Keywords:** thyroid hormones, immortalized macrophages, primary macrophages, proliferation, signaling pathways, metabolites, transcriptome

## Abstract

Oncogene-immortalized bone marrow-derived macrophages are considered to be a good model for the study of immune cell functions, but the factors required for their survival and proliferation are still unknown. Although the effect of the thyroid hormones on global metabolic and transcriptional responses in macrophages has not yet been examined, there is increasing evidence that they could modulate macrophage functions. We show here that the thyroid hormone T3 is an absolute requirement for the growth of immortal macrophages. The hormone regulates the activity of the main signaling pathways required for proliferation and anabolic processes, including the phosphorylation of ERK and p38 MAPKs, AKT, ribosomal S6 protein, AMPK and Sirtuin-1. T3 also alters the levels of metabolites controlling transcriptional and post-transcriptional actions in macrophages, and causes widespread transcriptomic changes, up-regulating genes needed for protein synthesis and cell proliferation, while down-regulating genes involved in immune responses and endocytosis, among others. This is not observed in primary bone marrow-derived macrophages, where only p38 and AMPK activation is regulated by T3 and in which the metabolic and transcriptomic effects of the hormone are much weaker. However, the response to IFN-γ is reduced by T3 similarly in immortalized macrophages and in the primary cells, confirming previous results showing that the thyroid hormones can antagonize JAK/STAT-mediated signaling. These results provide new perspectives on the relevant pathways involved in proliferation and survival of macrophage cell culture models and on the crosstalk between the thyroid hormones and the immune system.

## Introduction

Macrophages are innate myeloid cells with a key function in health and disease. These cells perform essential functions in protecting organisms from pathogens, modulating the adaptive immune response through antigen processing and presentation. Macrophages also control tissue homeostasis, remodeling and repair, as well as the induction and resolution of inflammation (1). Macrophage polarization in response to different environmental signals is very important for an effective host defense against the different pathogens or for an adequate tissue repair. Quiescent macrophages can be activated toward an inflammatory (classical activation) phenotype by Toll-like receptor ligands and interferon-gamma (IFN-γ), producing pro inflammatory signals with antimicrobial properties, while the alternatively activated macrophages, exemplified by responses to IL-4 or IL-13, have an anti-inflammatory role and function mainly in tissue repair (2–4). Polarized macrophages not only acquire specific features, but also a specific metabolic program. Thus, proinflammatory macrophages undergo a metabolic switch towards enhanced glycolysis with suppression of the respiratory chain, while alternatively-activated macrophages show enhanced fatty acid (FA) oxidation and mitochondrial oxidative phosphorylation (OXPHOS) (5–13).

Cellular assays employed to study the mechanisms mediating immune cell activation mostly rely on the use of mouse bone marrow-derived macrophages (BMDM) grown *in vitro* in the presence of specific growth factors such as colony-stimulating factors (CSF) (14). Although this growth is limited by terminal differentiation, oncogenes can interfere with this process in growth factor-driven cultures. For example, fresh bone marrow (BM)-derived cells infected with the J2 recombinant retrovirus (carrying v-*myc* and v-*raf/mil* oncogenes) can grow as immortal cell lines (15). The target of the J2 virus is a CSF-l (or M-CSF)-responding cell and the immortalized cells are positive for monocyte/macrophage markers, indicating that the BM cells growing in response to infection with the J2 virus belong to the monocytic lineage (15–17). It has been recently reported that these immortal macrophages and the primary BMDMs display similar phenotypical, metabolic and functional characteristics, supporting their use in *in vitro* studies for the understanding of relevant pathways of immune cell function (18).

The thyroid hormones thyroxine (T4) and triiodothyronine (T3) are essential regulators of growth, development and metabolism. Most actions of T3, the most active thyroid hormone, are initiated by binding to the nuclear thyroid hormone receptors (TRs), encoded by the *TRα* and *TRβ* genes, which result in several isoforms with different expression and functions (19, 20). There is increasing evidence of a functional crosstalk between the thyroid hormones and the immune system, but our understanding of their role as modulators of macrophage functions is still limited and somewhat contradictory (21, 22). In general published studies suggest that the thyroid hormones could modulate macrophage phagocytic activity (23–27) and that elevated levels of T3 could favor a classically activated proinflammatory phenotype (26, 28, 29), although high-concentrations of T4 were also described to have an opposite effect (30). TRα is the predominant isoform in macrophages (26, 31). BMDMs from *TRα* knockout mice display basally elevated levels of proinflammatory cytokines (32, 33), but they also show reduced IL-1β and GM-CSF mRNA in response to lipopolysaccharide (LPS) (26). TRβ has an expression level several orders of magnitude lower than TRα in macrophages and therefore a functional relevance of this receptor in this cell type has not been well established (29). In addition, the thyroid hormones can modulate cytokine signaling and transcriptional effects. Significantly, we found that T3 attenuates activation of Signal Transducer and Activator of Transcription 3 (STAT-3) by LPS or IL-6 through a TR-dependent mechanism. Thus, inhibition of STAT-3 activation by T3 could also have potent regulatory functions during infection and inflammation (34).

In this work we found that T3 is required for survival and proliferation in an established model of immortalized bone marrow-derived macrophages (I-BMDM). The hormone regulates the activity of the major enzymes that regulate cellular growth and metabolism, including ERK, p38, AKT, mTORC1, AMPK and Sirtuin 1. This is accompanied by significant changes in the levels of low molecular weight and lipid metabolites, which are known to directly affect macrophage functions by controlling transcriptional and post-transcriptional events, and with widespread changes in gene expression, mainly related to stimulation of protein synthesis and cell proliferation. STAT-1 activation in response to IFN-γ is also reduced by T3 in I-BMDMs, reinforcing the concept that thyroid hormones can antagonize JAK/STAT-mediated signaling. This inhibition, as well as an inhibition of p38 and AMPK phosphorylation, is maintained in T3-treated primary quiescent macrophages (P-BMDMs). However, the metabolic and transcriptomic effects of T3 in these cells are much weaker and the enriched pathways are also different. Therefore, although oncogene-immortalized BMDMs might be a relevant model for the study of some macrophage responses, due to major differences between them and primary BMDM in response to T3, caution should be taken when using these cells to analyze functionally relevant effects of the hormone in macrophages in a physiological setting.

## Materials and methods

### Differentiation protocols of primary macrophages (P-BMDM)

Mice were maintained under pathogen-free conditions in a temperature-controlled room and a 12-h light-dark cycle in the animal facility of the Instituto de Investigaciones Biomédicas CSIC-UAM, Madrid. After euthanasia with CO_2_ of 5- to 7-week-old C57BL/6 female mice, bone marrow (BM) cells were extracted from the tibias and femurs by gentle centrifugation at 600 g x 1min. After lysis of red blood cells, 3-4 million BM cells were plated in p100 dishes in RPMI supplemented with 10% fetal bovine serum (FBS) (Gibco), penicillin (100 U/ml) (Sigma) and streptomycin (100 µg/ml) (Sigma). For BMDM cell differentiation, cultures were normally treated in this medium with 0,04 µg/ml of M-CSF for 5-7 days. Alternatively, differentiation was performed with 10% FBS depleted of thyroid hormones by treatment with AG1-X8 resin (hormone depleted medium), with 1% FBS supplemented with 2% fatty acid free bovine serum albumin (BSA) or with 10% serum replacement (SR, Gibco Life Tech) in the presence of M-CFS. Cells were differentiated in the presence or absence of 10 nM T3 as indicated. For experiments, P-BMDMs differentiated with complete 10% FCS and M-CSF were trypsinized and plated in 6-well plates (1million cells/well) in complete medium. After 5 h cells were shifted to medium supplemented with 10% depleted serum and treated in the presence and absence of 10 nM T3 for different time periods. When indicated, cells were treated with T3 alone for 36 h and/or with 5 ng/ml IFN-γ for the last 0-120 min.

### Immortalized BMDMs

Bone marrow-derived macrophages, immortalized using J2 retrovirus (I-BMDMs) have been previously described (35). I-BMDMs were plated in complete medium (containing 10% FCS) and, similarly to P-BMDMs, after 5 h the medium was changed to another containing 10% FCS depleted of thyroid hormones (hormone-depleted medium) and treatment with T3 started.

### MTS assay and cell counts

Cell viability assays were performed with colorimetric MTS kit (Abcam, ab197010). In metabolically active cells the tetrazolium compound 3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium, in the presence of phenazine ethosulfate, produces a formazan dye that has an absorbance maximum at 490 nm in phosphate-buffered saline. Assays were performed in 96-wells plates (10.000 cells/well), measuring absorbance at 490 nm in a microplate reader at the times indicated. The number of cells was also counted manually in a standard hemocytometer Neubauer chamber under low power microscopy. Cells (aliquots of 20 μl) were stained with 0.4% Trypan Blue and total and dye excluding cells were counted to score the % of alive and dead cells.

### Flow cytometry

For cell cycle analysis, floating and adherent I-BMDMs were collected, washed, fixed and centrifuged. Pellets were stained with propidium iodide (PI) and sorted in FACScan Q4 (Becton Dickinson, Mountain View, CA) cell sorter. Percentages of cells in sub-G1, G1, S, and G2-M phases were calculated with Mod Fit software for Windows. For analysis of apoptosis, I-BMDM cells were stained with Annexin V (A1319, Life Technologies) plus 4’,6-diamidino-2-fenilindol (DAPI) and immediately subjected to flow cytometry analysis. Live cells were identified as DAPI^-^/Annexin V^-^, cells at the early apoptosis stage as DAPI^+^/Annexin V^-^, and late apoptosis stage as DAPI^+^/Annexin V^+^ cells. For determination of the % of macrophages in the primary BMDM cultures differentiated with different protocols, cells were trypsinized, centrifuged, resuspended in FACS buffer and incubated for 20 min in the dark at RT with F4/80-APC antibody. The absolute number of cells was calculated by adding 10 µl Perfect-Count microspheres (Cytognos) to the flow cytometry samples. Live cells were identified by adding 1 µl DAPI (32670, Sigma-Aldrich). Unstained cells were used as a negative control, to establish the flow cytometer voltage setting, and single-color positive controls were used to adjust compensation. Cell fluorescence was analyzed using a FACS CANTO II flow cytometer (BD), and analyzed with FACSDiva (Becton and Dickinson) or FlowJo (Tree Star) software.

### Protein extraction and western-blotting

Total proteins were extracted from cells in Ripa Buffer (50mM Hepes pH7.5, 150mM NaCl, 10% Glicerol, 1mM EGTA, 1% Triton-X100, 1% Sodium Doxicolate, 0,1% SDS). Cells were harvested and lysed in triple-detergent lysis buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.1% SDS, 1% NP-40, 0.5% sodium deoxycholate). In all cases, phosphatase and protease inhibitor cocktail tablets (Roche, Basel, Switzerland) were added. Protein lysates were mixed with Laemmli sample buffer, boiled and loaded onto 8% or 12% sodium dodecyl sulphate-polyacrylamide gel electrophoresis. Western analysis was performed using the antibodies and dilutions included in the **Supplementary Materials**.

### ^1^H-NMR spectrophotometry metabolomic analysis

For metabolomic analysis P-BMDM were obtained from 5 mice, pooled and plated in complete medium in p60 plates (3 million cells). After 5 h, cultures were shifted to DM and treated in the presence and absence of 10 nM T3 for 40 h. Cells were trypsinized, washed in PBS, counted and centrifuged. I-BMDM were inoculated at a concentration of 2 million cells/plate and the same protocol was followed. Pellets of frozen cells were shipped on dry ice to Biosfer Teslab (Reus, Spain). Cell pellets were extracted by adding 660 µl of a cold mixture of dichloromethane/methanol (2:1 v/v). The resulting suspension was vortexed and bath-sonicated for 1 min. Then 140 μl of cold MilliQ water were added, and samples were vortexed again. Organic and aqueous layers were allowed to equilibrate for 10 minutes at room temperature. Cell lysates were centrifuged (15,000 rpm, 15 min at 4 °C), and 320 µl of aqueous phase (upper layer) and 500 µl of organic phase (down layer) were collected for drying under a stream of nitrogen during 6 h. Cell pellets were resuspended in 600 μl of D_2_O and transferred to a 5mm NMR tube. H-NMR spectra were acquired in a BRUKER AVANCE III 600 operating a frequency of 600.2 MHz, at a temperature of 300 K for aqueous extracts and 286 K for lipidic extracts. Aqueous low molecular weight metabolites (LMWMs) were identified and quantified in the 1D Carr-Purcell-Meiboom-Gill (CPMG) spectra using an adaptation of Dolphin (36). Each metabolite was identified by checking for all its resonances along the spectra, and then quantified using line–shape fitting methods on one of its signals (37). Quantification of lipid signals in (1)H-NMR spectra was carried out with LipSpin (38) an in-house software based on Matlab. Resonance assignments were done on the basis of literature values (39). The results obtained were normalized by the number of cells in each sample.

### Real-time quantitative RT-PCR

RNA was extracted with TRI reagent Solution (AM9738, Invitrogen AM9738) and quantified in Nanodrop ND-100 (Thermo Scientific). One microgram of RNA was treated with RNase-Free DNase (79254, Qiagen 79254) and cDNA synthesis was performed with iScript cDNA Synthesis Kit (170-8891, BIO-RAD 170-8891) with oligo-dT and Random hexamers primers in a reaction protocol of 5 minutes at 25°C, 30 minutes at 42°C and 5 minutes at 85°C. qPCR was performed with Fast SYBR Green Master Mix (4385612, Applied Biosystems) on a Stratagene Mx3005P Real-Time PCR machine. The sequences of the oligonucleotides used are listed in the Supplementary Material. The thermal cycling conditions used were: activation of the polymerase 95°C for 20 seconds, 40 cycles of denaturation at 95°C for 3 seconds and annealing and extend step at 60°C for 30 seconds. Data analysis was done using the comparative cycle threshold (CT) method and transcripts were normalized to the internal control 18S RNA.

### RNA sequencing

For transcriptomic analysis, BM cells from five independent mice were pooled and differentiated for 5 days in complete medium with M-CSF. P-BMDM were then split and plated in p60 dishes (3 million cells/plate) in complete medium. After 5 h, cultures were shifted to thyroid hormone depleted medium and treated in the presence and absence of 10 nM T3 for 40 h. Transcriptomic analysis was carried out in triplicate cultures of P-BMDM and of I-BMDM cultured under the same conditions. RNA integrity was checked on an Agilent 2100 Bioanalyzer. RNA sequencing (RNAseq) was then carried out by BGI Genomics (Huada Gene, Wuhan, China) (project#F21FTSEUHT0497 and F21FTSEUHT0498). Briefly, total RNA was fragmented into short fragments and mRNA was enriched using oligo (dT) magnetic beads, followed by cDNA synthesis. Double-stranded cDNA was purified and enriched by PCR amplification, after which the library products were sequenced. The gene ontology of biological processes (GO-p) and Kyoto Encyclopedia of Genes and Genomes (KEEG) bioinformatics analysis were performed using BGI propietary Dr. TOM software, an in-house customized data mining system of the BGI (https://biosys.bgi.com). The software performed the enrichment analysis, calculated the Pvalue, and the Qvalue was obtained by PDR correction of Pvalue. A Qvalue < 0.05 was regarded as a significant enrichment. This software also uses the official software package for the analysis of gene set enrichment analysis (GSEA) (40, 41).

### Statistical analysis

Two-tailed Student’s t-tests were used for comparisons between two groups. A chi squared test was performed to evaluate differences of categorical variables. One-way ANOVA with *post*-*hoc Tukey* test was used to compare all pairs of columns from at least three different groups. The results are always expressed as means ± SD. P values <0.05 were considered statistically significant. The significance is indicated in the Figures as *p < 0.05, **p < 0.01, and ***p < 0.001. Statistics were performed with GraphPad Prism 7.0 software.

## Results

### T3 is required for proliferation and survival of I-BMDM

Counts of immortalized bone marrow derived macrophages (I-BDMD) show that cells cultured in complete medium with 10% FBS grow rapidly, with only a minor percentage of Trypan Blue positive cells. In contrast, I-BDMD cultured in medium supplemented with 10% FBS depleted of thyroid hormone (depleted medium) were unable to proliferate and show a transient increase in permeability to the cell dye, which was never higher than 10%. However, when 10 nM T3 was added back to the depleted medium I-BDMD regained the capacity to grow and the percentage of Trypan Blue positive cells was again very low (**Figure 1A**). MTS cell viability assays showed a similar pattern. The number of metabolically active cells was markedly reduced in a time-dependent manner in the absence of thyroid hormone, while incubation with T3 of cells cultured in depleted medium increased MTS values close to those of cultures grown in complete medium (**Figure 1B**). These data suggest that T3 increases cell proliferation and/or reduces cell death. Thus, we next analyzed the cell cycle of I-BDMD grown in hormone-depleted medium in the absence (control) and in the presence of T3 for 48h. As shown in **Figure 1C**, in comparison with control cultures, T3-treated cultures showed a reduced percentage of I-BDMD arrested in G0/G1, and a concomitant increase in the percentage of cells in S- and G2/M phases. In addition, the percentage of sub-G0/G1 cells was lower in T3-treated cultures, suggesting that the hormone besides increasing proliferation could also reduce I-BDMD death. An increased rate of apoptosis could contribute to the low number of cells cultured in depleted medium in the absence of T3. To analyze this possibility, the frequency of apoptotic cells was determined by measuring DAPI and Annexin V staining by flow cytometry. In T3-treated cells a detectable increase in the percentage of live (DAPI^-^/Annexin V^-^) I-MBDM, from 80% to more than 90% was observed, corresponding to a reduction in both late apoptotic (DAPI^+^/Annexin V^+^) and early apoptotic (DAPI^-^/Annexin V^+^) cells (**Figure 1D**). These data indicate that the thyroid hormones are required for proliferation and survival of immortalized macrophages. As reported for normal macrophages (29), *TRβ* mRNA levels were several orders of magnitude lower than *TRα* mRNA levels in both control and T3-treated I-BDMD (**Figure S1**), suggesting that the TRα isoform would be responsible for the actions of T3.

**Figure 1:**
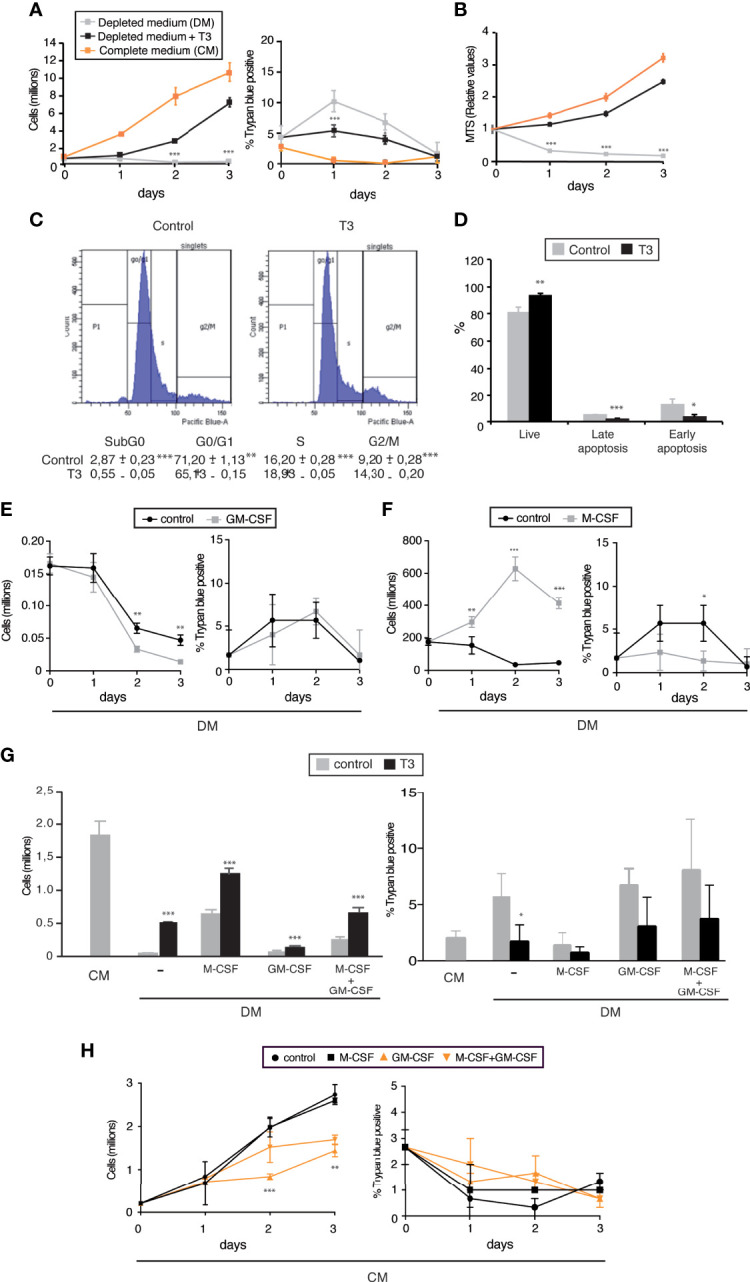
T3 is required for proliferation and viability of J2-immortalized macrophages. **(A)** Immortalized bone marrow derived macrophages (I-BMDM) were plated in 6-well plates in complete medium containing 10%FCS (CM) and after 5 h were either maintained in the same medium or shifted to medium supplemented with 10% thyroid hormone-depleted medium (DM) in the absence or presence of 10 nM T3 (n=9). Total cell number (left panel) as well as the percentage of Trypan blue positive cells (right panel) were counted manually in a Neubauer chamber under low power microscopy at the times indicated. **(B)** MTS [3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium] levels determined in the same experimental groups in 96-well plates (n=9). **(C)** Cell cycle analysis by flow cytometry of I-BMDM cultured for 48 h in depleted medium in the absence (Control) and presence of T3. A representative plot as well as the % of cells in the different stages of the cell cycle (n=3) are shown. **(D)** The percentage of total cells that were PI-/Annexin V- (alive cells); PI+/Annexin V- (early apoptosis) and PI+/Annexin V+ (late apoptosis) was determined by flow cytometry in I-BMDM grown in depleted medium in the absence and presence of T3 for 48 h (n=3). **(E)** I-BMDM were cultured in 24-well plates in complete medium, shifted to depleted medium (DM) after 5 h and incubated for the times indicated in the absence (control) and presence of M-CSF (40 ng/ml). The number of cells (left panel) as well as the percentage of Trypan blue positive cells (right panel) were scored manually under the microscope (n=3). **(F)** Cells were cultured as in E with and without GM-CSF (20 ng/ml) and the number of cells counted at the times indicated (n=3). **(G)** I-BMDM were cultured in complete medium (CM) or shifted after 5 h to hormone-depleted medium (DM) supplemented with M-CSF and/or GM-CSF in the presence and absence of T3. The number of total (left panel) and Trypan blue positive cells (right panel) was scored 48h later (n=6). **(H)** Cells were plated in complete medium (CM) and incubated in the same medium with M-CSF and/or GM-CSF. The total number of cells (left panel, as well as the number of Trypan blue positive cells were determined at the times indicated. Data are means ± SD. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001.

Since CSFs are important modulators of macrophage proliferation, we next tested the effect of M-CSF and GM-CSF on the growth of I-BMDM. While M-CSF strongly increased proliferation of the immortalized cells grown in depleted medium (**Figure 1E**), unexpectedly GM-CSF had an opposite effect and after 48h reduced the number of I-BMDM. This reduction was not due to an increase in the percentage of Trypan Blue positive cells, which was low under this condition (**Figure1F**). Furthermore M-CSF had an additive effect with T3, reaching in depleted medium up to 70% of the number of cells observed in complete medium after 48 h of treatment. However, GM-CSF was able to partially block the effect of T3 and/or M-CSF (**Figure 1G**). This again occurred without a significant decrease in cell viability. Reduced proliferation in the presence of GM-CSF without increased cell death was also observed when the immortalized macrophages were cultured in complete medium containing endogenous thyroid hormones, both in the absence and presence of M-CSF, which in this medium did not increase cell number (**Figure 1H**).

### Effect of T3 in the generation of primary BMDM

High concentrations of T3 have been proposed to have a negative effect in the differentiation of bone marrow-derived monocytes into unpolarized macrophages (28). However, when bone marrow cells were differentiated in complete medium containing M-CSF in the presence of 10 nM T3 during 7 days, both the number of adherent viable cells and the % of cells expressing the F4/80^+^ macrophage marker were similar to those obtained in the absence of exogenously added T3 (**Figure 2A**). In addition, with the exception of a moderate reduction in the mRNA levels of *IL12a*, mRNA levels encoding for genes selectively expressed by pro-inflammatory or alternatively-activated macrophages were not altered in cells differentiated in the presence of T3 (**Figure S2**).

**Figure 2:**
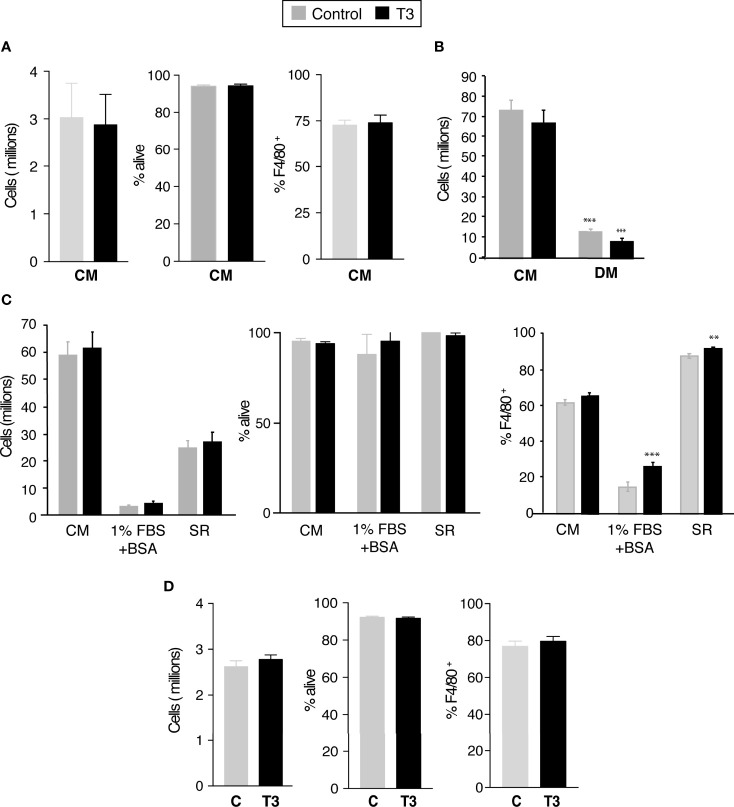
T3 is not required for the generation of primary bone marrow derived macrophages. **(A)** Bone marrow derived cells were differentiated during 5 days in complete medium (CM, 10% FBS supplemented with 40 ng/ml M-CFS) in the presence (control) and absence of 10 nM T3. Total number of cells, cell viability and % of F4/80^+^ cells was determined by flow cytometry (n=12). **(B)** Bone marrow derived cells were differentiated during 5 days in complete medium (CM) or in hormone-depleted medium (DM, 10% thyroid hormone depleted FBS) supplemented with 40 ng/ml M-CFS) in the presence and absence of 10 nM T3. Total number of cells was determined by flow cytometry (n=6). **(C)** Bone marrow cells were plated in complete medium and after an overnight incubation were differentiated in the same medium (CM), in medium containing 1%FBS plus 2% BSA or in 10% serum replacement medium (SR) for 5 days. In all cases medium was supplemented with M-CSF and cells were cultured in the presence and absence of T3. Total number of cells, cell viability and % of F4/80^+^ cells was determined by flow cytometry (n=3). **(D)** Cells differentiated in complete medium and M-CSF for 5 days were shifted to hormone-depleted medium. Cell number, viability and % of F4/80^+^ cells were determined 48 h later in untreated and T3-treated cells (n=12). Data are means ± SD. ^**^p < 0.01, ^***^p < 0.001.

There was the possibility that endogenous T3 in the FBS could mask the effect of the hormone on bone marrow monocyte differentiation into macrophages. Therefore, we next tried to differentiate the bone marrow cells in DM (**Figure 2B**). The yield of cells, as well as the percentage of F4/80^+^ cells, was strongly decreased under these conditions, but the presence of T3 during the differentiation process did not reverse this reduction, indicating that treatment of the FBS removes other compound/s, besides the thyroid hormones, necessary for BM cell proliferation and differentiation into macrophages. Addition of T3 to differentiating BM cells in which 10% FBS was substituted by 1%FBS+2% BSA did not increase the extremely low number of cells in the cultures, although it caused a moderate but significant increase in the % of cells expressing the macrophage marker. Moreover, when cells were differentiated with a serum replacement (SR) medium, which does not contain thyroid hormones, the yield of cells was approximately 40% of that obtained in the complete medium and T3 did not increase this value, although it caused a slight increase in the % of the F4/80^+^ macrophage cell population (**Figure 2C**). Collectively, these results indicate that physiological concentrations of T3 do not impair proliferation or differentiation of bone marrow-derived monocytes into macrophages, but could rather have a moderate positive effect in this process. We next analyzed whether T3 could affect post-mitotic primary macrophages (P-BMDM) differentiated in complete medium and then shifted to DM. As shown in **Figure 2D**, incubation with T3 for 48 h did not influence macrophage cell number, viability, or overall percentage of F4/80^+^ cells.

### T3 regulates expression of pro- and anti-inflammatory genes

Previous work has shown that the thyroid hormone through binding to TRα can regulate mRNA levels of *GM-CSF* (26), the M2 marker *Arginase 1* (29), and the proinflammatory cytokine *TNFa* (32, 33) in macrophages. As shown in **Figure S3**, T3 increased significantly transcript levels not only of *GM-CSF*, but also of *M-CSF* in I-BMDM, suggesting the existence of autocrine mechanism in the regulation of proliferation by the hormone. The levels of mRNA of the pro-inflammatory cytokine *TNFα*, as well as of *HIF-1α*, a critical regulator of macrophage activation that leads to expression of inflammatory cytokines and chemokines (42) were also up-regulated by T3. However, T3 also induced expression of *Arginase 1* mRNA, a marker of immunomodulatory macrophages. Only transcripts for *GM-CSF* and *Arginase 1* showed a tendency to be increased by T3 in BMDM, although this increase was not statistically significant.

### Influence of T3 on the activity of key signaling pathways regulating proliferation, viability and metabolism

Mitogen-activated protein kinases (MAPK) are crucial to sustain proliferation and to generate immune responses (43). Among the various MAPK, extracellular signal-regulated kinase ERK1/2 has been shown to be a key regulator in cell proliferation and the prevention of apoptosis (44). In agreement with this, treatment of I-BMDM with T3 for 36 h strongly increased ERK1/2 phosphorylation, without altering total ERK levels (**Figures 3A, B**). This was opposite to the effect of the hormone on activation of the stress p38 MAPK that coordinates cell survival and cell death, which was strongly reduced by T3. In addition, T3 induced AKT phosphorylation and activation of its downstream target mammalian target of rapamycin complex 1 (mTORC1), which controls major anabolic processes (45). Despite the finding that the phosphorylation of the ribosomal protein p70 S6 kinase (S6K) was reduced in T3-treated cells, the hormone increased phosphorylation of the 40S ribosomal protein S6, a crucial downstream effector of this pathway in protein translation. AMP-activated protein kinase (AMPK) is another important metabolic enzyme (46). Interestingly, incubation of I-BMDM with T3 increases total AMPKα levels (**Figures 3A, B**), as well as its mRNA (**Figure S4**), but strongly inhibits Thr172 phosphorylation and therefore its kinase activity (47). T3-treatment also caused a significant increase in the levels of the NAD^+^-dependent lysine deacetylase Sirtuin-1. This occurred by a post-transcriptional mechanism as Sirtuin-1 mRNA levels were not affected by T3 (**Figure S4**). Sirtuin-1 deacetylates the p65 component of the nuclear factor κB (NF-κB) pathway (48) and, in concert with the increased Sirtuin-1 levels, T3 strongly reduced p65 acetylation in I-BMDM without altering total p65 levels and causing minor increases of p65 phosphorylation or inhibitory IκBα levels (**Figures 3A, B**). Because T3 could induce regulation of genes which could affect these signaling pathways, the effect of T3 on their activity was also examined at shorter time points. The activation state of the analyzed signaling pathways in untreated and T3-treated cells was rather similar between 1 and 8 hours, and differences appeared after 24 hours of incubation with the hormone being maximal in most cases after 32-48 h (**Figures 3C, D**), suggesting that regulation of these pathways by T3 is indeed a secondary effect.

**Figure 3:**
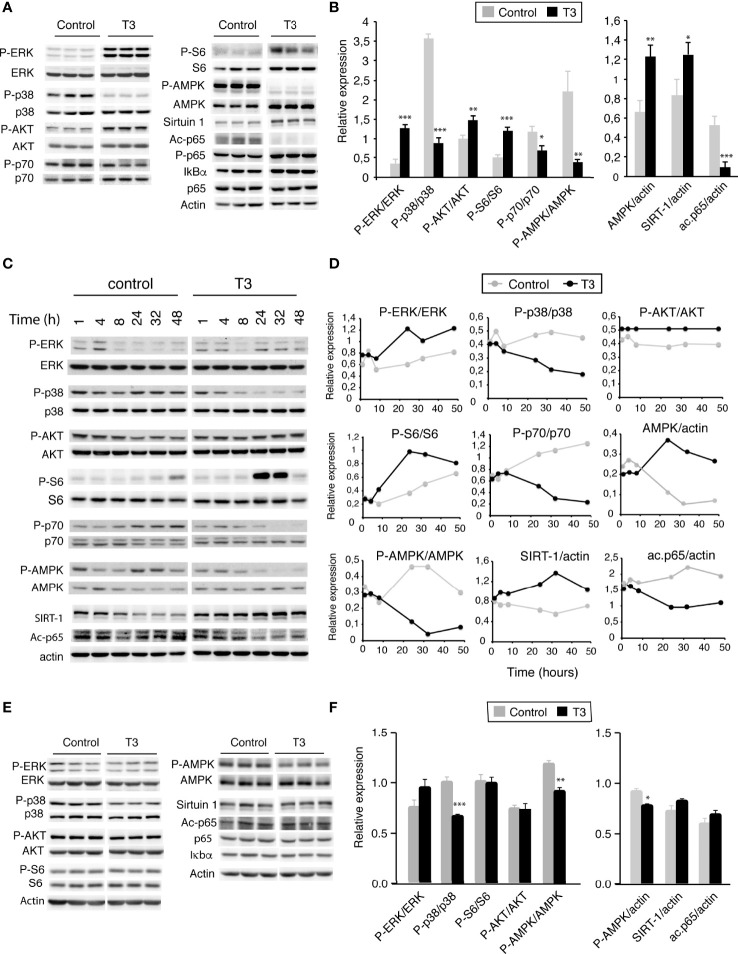
T3 alters activity of key signaling pathways that control metabolism, viability and proliferation. **(A)** I-BMDM plated in complete medium were shifted to hormone-depleted medium after 5 h and incubated with and without 10 nm T3 for 48h. Representative western blot analysis with the indicated antibodies are shown. **(B)** Quantification from 6 independent experiments showing relative values of phosphorylated versus total proteins or relative to actin levels used as a loading control. **(C)** I-BMDM plated in complete medium were shifted to depleted medium and after 5 h incubated with and without 10 nM T3 for indicated time periods, ranging between 1 and 48h. Representative western blots with the indicated antibodies are shown. **(D)** Quantification of western blots from two independent experiments with variations lower than 20%. **(E)** Primary cultures of BMDM (P-BMDM) differentiated for 5 days in complete medium were shifted to hormone-depleted medium and incubated in the absence (control) and presence of 10 nM T3 for 48 h. Representative western blot analysis with the indicated antibodies are shown. **(F)** Quantification of the western blots from 6 independent experiments in control and T3-treated cells showing relative values of phosphorylated versus total proteins or values relative to actin levels used as a loading control. Data are means ± SD. *p < 0.05, ^**^p < 0.01, ^***^p < 0.001.

When the same pathways were analyzed in post-mitotic unpolarized P-BMDM, changes in ERK1/2, AKT or S6 phosphorylation were not observed after T3 treatment, although p38 phosphorylation was reduced. The hormone also decreased AMPKα phosphorylation, without changes in total protein or mRNA levels, while Sirtuin-1 and its target acetyl p65 were not affected (**Figures 3E, F**)

### Metabolic profile in T3-treated macrophages

In order to analyze whether changes in activity of signaling pathways correlated with metabolic changes, we next studied the levels of aqueous low molecular weight and lipid metabolites by nuclear magnetic resonance spectroscopy in untreated and T3-treated macrophages in DM. Incubation with T3 of I-BMDM, but not of P-BMDM, caused drastic changes in the levels of many of the detected aqueous low molecular weight metabolites (**Figure 4**). Thus, T3 increased significantly the intracellular concentrations of lactate, succinate, glutamate, creatine, and NAD^+^, while reducing the levels of formate, acetate and acetylcholine. Furthermore, with the exception of glycine, the amounts of the other detected aminoacids, including taurine, valine, isoleucine and leucine, were reduced in I-BMDM after T3 treatment. On the other hand, lipidomic analysis in I-BMDM (**Figure 5**), revealed that T3 increased the levels of free cholesterol, sphingomyelin and oleic acid. Intracellular levels of the different types of polyunsaturated fatty acids (PUFAs) were also higher upon incubation with T3 not only in immortalized but also in primary BMDM, while the levels of other fatty acids were not altered (**Figure 6**).

**Figure 4:**
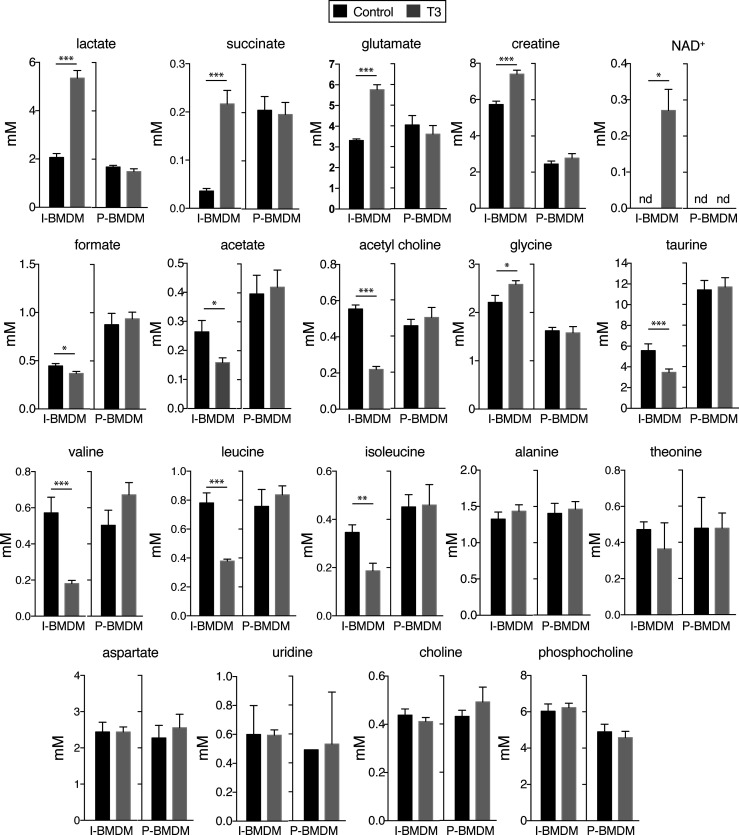
T3 regulates the levels of low molecular weight metabolites in immortalized but not in primary macrophages. Primary BMDM (P-BMDM) were differentiated in complete medium, shifted to hormone-depleted medium and incubated with (n=6) and without (n=6) 10 nM T3 for 48 h. Immortalized BMDM (I-BMDM) were also incubated without (n=5) or with T3 (n=6) in hormone-depleted medium for the same time period. Intracellular concentrations (mM) of the indicated metabolites, corrected by cell number, were determined in I-BMDM and P-BMDM by nuclear magnetic resonance spectroscopy. Data are means ± SD. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001.

**Figure 5:**
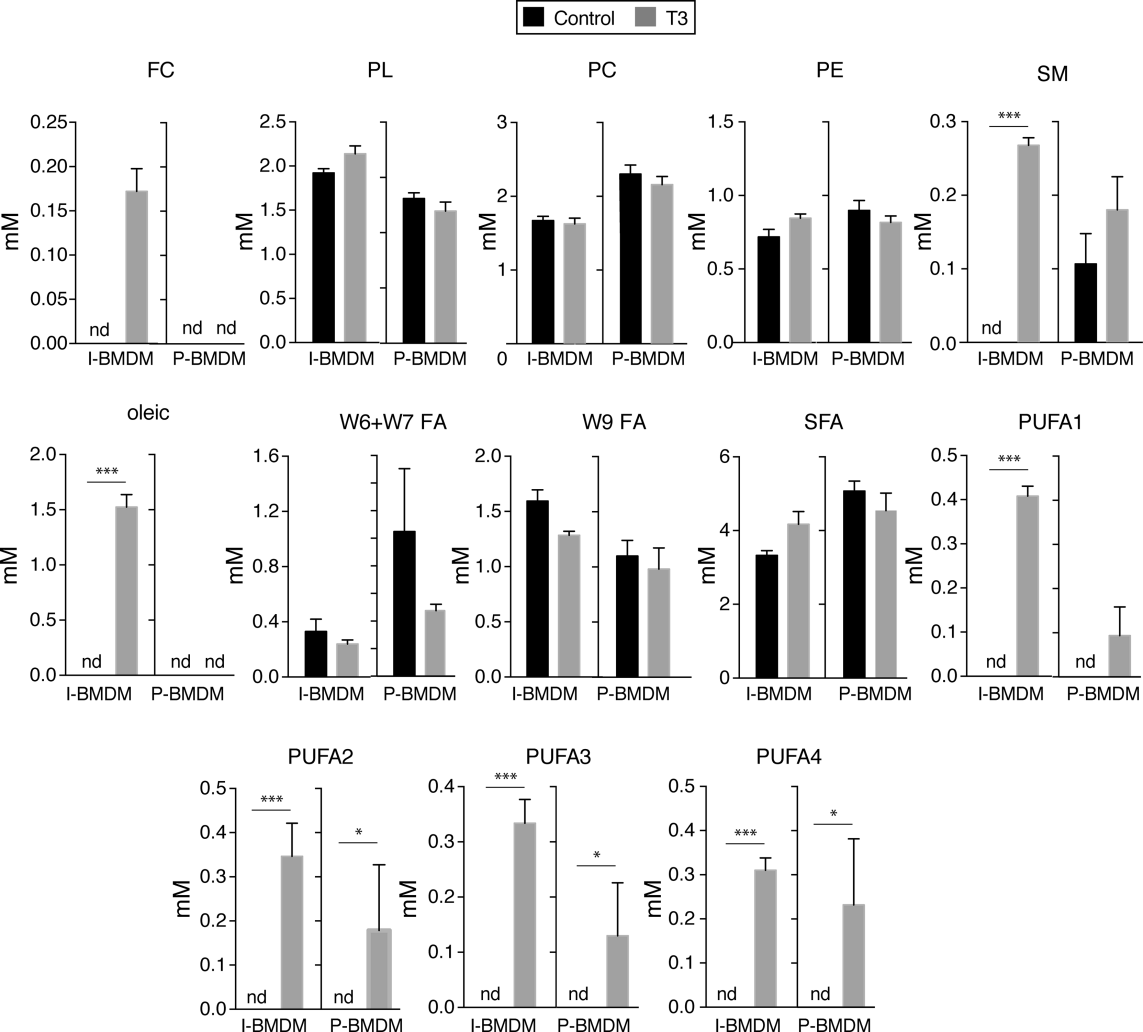
T3 increases the levels of polyunsaturated fatty acids in immortalized and primary macrophages. Concentration of lipid metabolites in the same cells of **Figure 4** are shown. FC, free cholesterol, PL, phospholipids, PC, phosphatidylcholine, PE, phosphatidylethanolamine, SM, sphingomyelin, FA, fatty acids, SFA, saturated fatty acids, PUFA, polyunsaturated fatty acids. A chi squared test was performed to evaluate a differential presence of lipid families between control and T3-treated cells when metabolites were not detected (nd) in one group. *p < 0.05; ***p < 0.001.

**Figure 6:**
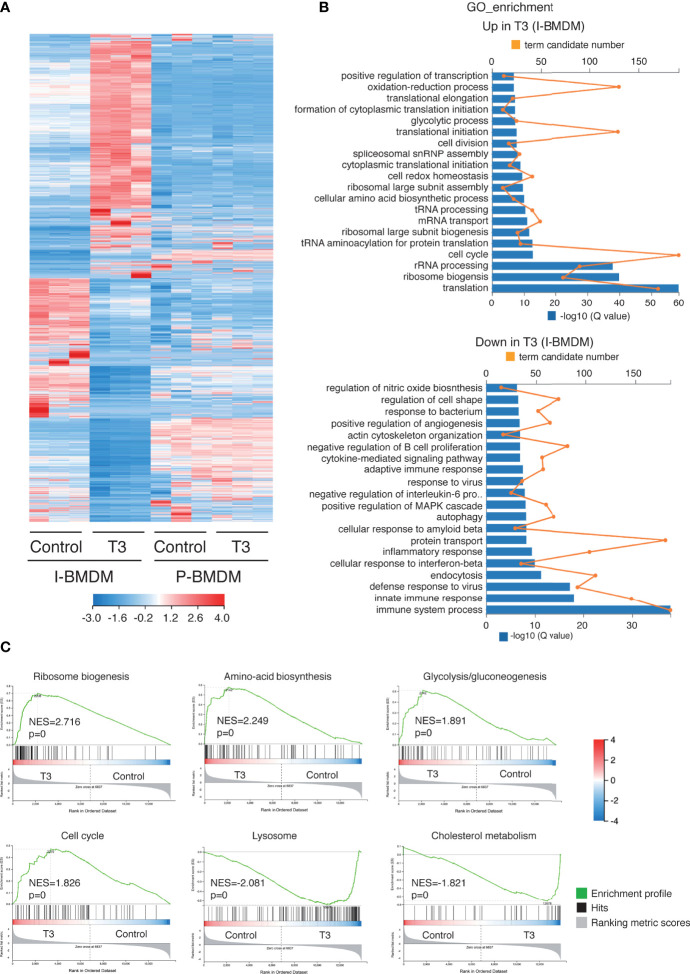
T3 induces expression of genes involved in cell proliferation and protein translation in immortalized macrophages. **(A)** Heatmap showing differential expression of transcripts between immortalized (I-BMDM) and primary (P-BDMD) cells. P-BMDM, differentiated in complete medium supplemented with M-CSF, were shifted to thyroid hormone depleted medium and cultured in absence (control) and presence of 10 nM T3 for 2 days. I-BMDM were treated under the same conditions. **(B)** Top overrepresented gene ontology (GO) categories with significant transcripts enrichment (upper panel) or reduction (lower panel) in the T3-treated I-BMBM with respect to the untreated cells. Both the term candidate transcript number (in orange) and the Q value (in blue bars) are depicted in the plots. **(C)** Enrichment plots from Gene Set Enrichment analysis (GSEA) based in KEEG pathway database showing the top over-represented hallmarks in up-regulated and down-regulated genes in T3-treated I-BMDM. The normalized enrichment scores (NES) as well as the nominal *p* values are shown.

### Transcriptomic changes in T3-treated macrophages

To further understand the mechanism by which T3 acts in macrophages, RNA-seq was performed to profile genome-wide gene expression in immortalized and primary BMDM. 

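The experiment comprised 12 cultures: 3 control and 3 T3-treated cultures of I-BMDM, the macrophage line immortalized with the J2 virus, and 3 control and 3 T3-treated cultures of P-BMDM, differentiated for 5 days from bone marrow pooled from 5 mice. The P-BMDM cultures were therefore plated from a single pool of cells, and the spread between them covers plating, treatment and sequencing but not differences between mice. According to the Methods, 10 nM T3 was added 5 h after plating, with the shift to hormone-depleted medium, and RNA was collected after 40 h, whereas the legend of Figure 6 gives 2 days. The authors deposited the estimated read counts of 16358 genes in each culture, without normalization, together with TPM and FPKM values and a table of their own comparisons by DESeq2. These values are per gene, while Tables S1 to S3 list transcripts. Between 18427472 and 18711440 reads were counted on genes in the I-BMDM cultures (median 18573232) and between 19038851 and 20754779 in the P-BMDM cultures (median 19981918). At this depth 3 counts, taken as the detection limit, correspond to between 0.145 and 0.163 CPM (counts relative to the library total), a limit that covers counting error only. Counts were rounded, normalized for library size by the TMM method and tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all genes with enough counts. With 3 cultures against 3, a permutation test of a single gene cannot give a p-value below 0.1, so all p-values come from the model fitted across genes. In simulated counts with the spread of the I-BMDM cultures, 92.9% of 200 genes changed by 1 on the log2 scale were recovered, and with the spread of the P-BMDM cultures 78.9% were.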

T3 caused a widespread change in the transcriptome of I-BMDM (**Figure 6A**) with 3082 transcripts up-regulated and 3402 transcripts down-regulated (**Table S1**). 

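Of the 11084 genes tested in I-BMDM, 3395 were higher and 3381 lower in T3-treated than in control cultures at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Among them, 587 rose and 996 fell by at least 1 on the log2 scale, and this additional threshold on the size of the change was the setting that altered the count most, from 6776 to 1583 genes. The values of the control and T3-treated cultures did not overlap for 67.2% of the genes tested, where chance gives 10%. With each of the 6 cultures left out in turn, between 6051 and 6883 genes passed, and 5411 of the 6776 genes passed in every one of these fits without a change of sign. The part of Table S1 that lists up-regulated transcripts could be read for 1997 transcripts, against the 3082 that the paper reports. These belong to 1889 gene symbols. Of the 1888 that were tested, 1754 were called up at gene level, 38 down and 96 in neither direction. Cxcl3 (Entrez gene 330122) had no count in any control culture and between 27 and 55 counts in the T3-treated cultures, at least 12.8-fold higher. Lcn2 (Entrez gene 16819) had at most 2 counts in the control cultures and between 175 and 271 under T3, at least 77.7-fold higher. Ciita (Entrez gene 12265) fell from between 16 and 40 counts to 0, at least 10.6-fold lower, and Pdgfc (Entrez gene 54635) from between 62 and 72 counts to at most 1, at least 23.1-fold lower. From the transcripts that passed in its own comparison, the paper states that T3 had a widespread effect on I-BMDM.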

Transcriptomic analysis confirmed up-regulation of the genes shown in **Figure S3**. 

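Of the genes shown in Figure S3, Csf1 (M-CSF, Entrez gene 12977) had 12.9 ± 2.22 CPM in control and 53.4 ± 1.86 in T3-treated I-BMDM (means ± SD, n = 3 cultures), a log2 fold change of 1.99 (standard error 0.11, adjusted p = 6.8e-09 from edgeR's quasi-likelihood test). Tnf (Entrez gene 21926) had 29.3 ± 0.722 CPM in control and 116 ± 12.6 in T3-treated cultures, a log2 fold change of 1.93 (standard error 0.09, adjusted p = 1.17e-09 from the same test). The change of Hif1a (Entrez gene 15251), from 71.8 ± 2.92 to 90.5 ± 11.8 CPM, was 0.27 on the log2 scale (standard error 0.09, adjusted p = 0.0202 in edgeR), and its adjusted p-value lay between 9.11e-05 and 0.0843 in the edgeR fits that each left out one culture. Arg1 (Entrez gene 11846) was not detected in the control cultures and had 9, 4 and 22 counts in the T3-treated cultures, at least 3.87-fold higher, and was removed by the filter on low counts before the test. Csf2 (GM-CSF, Entrez gene 12981) had 0 counts in all 12 cultures, so that no change in its expression was detectable at this depth. In P-BMDM, the log2 fold changes under T3 were -0.01 for Csf1, -0.15 for Tnf and 0.17 for Hif1a, none with an adjusted p-value under 0.05 in edgeR. The T3 responses of the 2 cell types differed for Csf1 (interaction log2 2.06, adjusted p = 2.77e-07) and Tnf (2.14, adjusted p = 6.56e-09) but not detectably for Hif1a (0.17, adjusted p = 0.387).

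**Figure D1:**
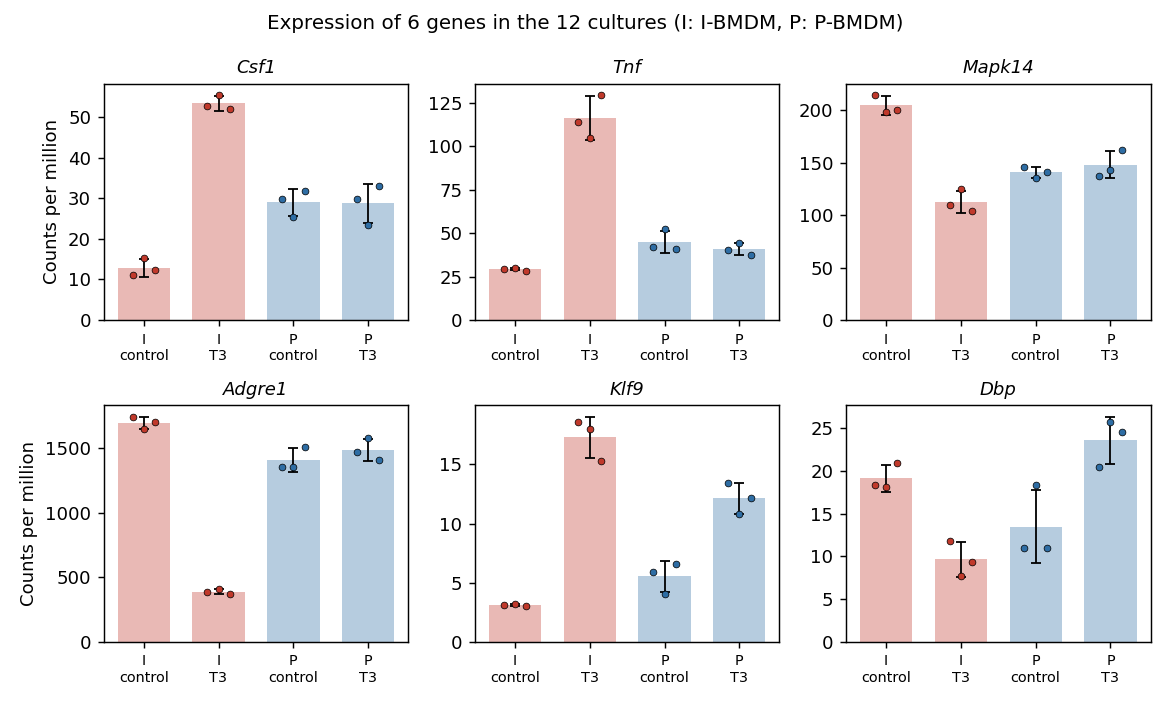
Expression of 6 genes in CPM in control and T3-treated cultures of I-BMDM (red) and P-BMDM (blue). Bars are means, error bars SD and points the 3 cultures of each group; Csf1 and Tnf rise in every T3-treated I-BMDM culture, and Klf9 rises in both cell types.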

Functional annotation of the up-regulated transcripts showed that the most enriched Gene Ontology (GO) of biological processes terms were related to protein synthesis and the cell cycle, consistent with the enhanced proliferation observed in T3-treated cells, while immune responses and endocytosis, among others, were enriched in the down-regulated GO terms among the T3-repressed transcripts (**Figure 6B**). Furthermore, ranked gene set enrichment analysis (GSEA) revealed that the genes up-regulated by T3 treatment of I-BMDM cells were significantly enriched in the Hallmark set of ribosome biogenesis. 

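As the GO and KEGG lists were not at hand, 20 gene sets were written by hand before the data were examined. They draw on general knowledge of the pathways that the paper's figures name. Those figures rest on these same cultures, so a set that passes is not independent support for its theme. The sets were tested against all other genes with camera from the limma package, with Benjamini-Hochberg adjustment over the sets. In T3-treated I-BMDM, 13 of the 20 sets passed an adjusted p-value of 0.05, with 7 up-regulated and 6 down-regulated. The 20 cytosolic aminoacyl-tRNA synthetase genes all rose, with a mean log2 fold change of 1.11 (adjusted p = 1.79e-19 from camera, 20 genes called individually). Among the 82 genes of cytosolic ribosomal proteins the mean was 0.32 (adjusted p = 0.00158 from camera), with 53 genes called up and 0 down. With each culture left out in turn, this mean lay between 0.16 and 0.43, and the set passed in every fit. Splits that exchange control and T3 labels within replicate numbers gave means of 0.22, -0.07 and -0.17. The set passed in the first and last of these splits, with adjusted p-values of 7.67e-12 and 4.16e-08 from camera, smaller than with the real labels. Each split keeps a part of the T3 effect. In the first and second split, which exchange 1 pair each, that part has the same sign, yet their means differ in sign. Variation between cultures therefore contributes, and the camera p-value of this set does not measure the certainty of a T3 effect. Interferon-stimulated genes had a mean log2 fold change of -1.19, with 45 of 53 genes called down, and the mean was -0.86 for antigen presentation genes and -0.86 for genes of the hematopoietic cell lineage. With a higher assumed correlation between the genes of a set, of 0.05 in place of 0.01, 10 sets passed, and ribosomal proteins, cell cycle and DNA replication did not.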

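The 103 genes of the ribosome biogenesis set had a mean log2 fold change of 0.65 in T3-treated against control I-BMDM (adjusted p = 2.13e-16 from camera), and 97 of them were called up and 0 down in edgeR. When genes were ranked by log2 fold change, the normalized enrichment score of this set was 2.89 (adjusted p = 0.000808 from 10000 gene permutations with fgsea). The paper does not name the ranking used in its GSEA. Utp4 (log2 fold change 1.18, standard error 0.07), Nop56 (1.19, standard error 0.09) and Dkc1 (1.01, standard error 0.07) had the lowest adjusted p-values of the set. Its mean stayed between 0.63 and 0.67 with each culture left out in turn.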

Other top scoring gene sets enriched in the up-regulated genes were aminoacid biosynthesis, glycolysis/gluconeogenesis and cell cycle, in agreement with the GO analysis, while lysosome and cholesterol metabolism hallmarks were found in the down-regulated genes (**Figure 6C**). 

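In T3-treated I-BMDM, the mean log2 fold change was 0.76 over 38 genes of amino acid biosynthesis (adjusted p = 3.73e-10 from camera), 0.50 over 33 genes of glycolysis and gluconeogenesis (adjusted p = 3.47e-07) and 0.26 over 104 cell cycle genes (adjusted p = 0.00172). Of the cell cycle genes, 53 were called up and 13 down by edgeR. The lowest adjusted p-values among them belonged to Cdkn2b (log2 fold change 1.61, standard error 0.11), Gadd45a (1.91, standard error 0.14) and Cdt1 (0.90, standard error 0.07). The lysosome set of 88 genes had a mean log2 fold change of -0.58 (adjusted p = 2.42e-10 from camera), with 60 genes called down and 5 up, and the cholesterol metabolism set of 27 genes one of -1.01 (adjusted p = 6.59e-06), with 19 called down and 5 up. The log2 fold change was -3.14 for Abca1 (standard error 0.13) and -3.59 for Apoc2 (standard error 0.17). The normalized enrichment scores from fgsea were 2.25 for amino acid biosynthesis, 1.92 for glycolysis and gluconeogenesis, 1.67 for cell cycle, -2.12 for lysosome and -2.06 for cholesterol metabolism. Genes of cholesterol biosynthesis, a separate set of 19, had a mean of 0.10 (adjusted p = 0.277 from camera).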

RNA-seq analysis also clearly showed important transcriptomic changes in immortalized macrophages vs their primary counterparts with loss of hematopoietic and immune system processes with gain of translation and cell cycle processes (**Figure S5**).

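Between untreated I-BMDM and untreated P-BMDM, 6950 of the 11566 genes tested differed at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, with 3359 higher and 3591 lower in I-BMDM. When all 6 I-BMDM cultures were set against all 6 P-BMDM cultures with T3 as a covariate, the count rose to 8273, and of the 6111 genes called in both fits 6104 kept their direction. Sets with higher expression in I-BMDM included ribosome biogenesis (mean log2 difference 0.93, adjusted p = 4.65e-15 from camera), cell cycle (0.75, adjusted p = 1.78e-07) and DNA replication (1.04, adjusted p = 9.85e-08). Among the sets with lower expression were hematopoietic cell lineage (mean -2.29, adjusted p = 1.48e-10), antigen presentation (-1.09, adjusted p = 4.06e-07) and vacuolar ATPase (-0.90, adjusted p = 1.17e-06). Gm41885 and Pax3 were detected in untreated I-BMDM and had 0 counts in untreated P-BMDM, at least 806-fold and at least 163-fold higher, respectively. Lox, Ngp and S100a9 had 0 counts in untreated I-BMDM, at least 1483-fold, 1097-fold and 647-fold lower. All I-BMDM cultures come from a single line and all P-BMDM cultures from a single pool. The p-values therefore measure the spread between cultures, not between lines or mice. The Methods give 2 sequencing project numbers without assigning the cultures to them. If each cell type was sequenced in its own project, a difference between projects cannot be told apart from the difference between the cell types.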

As observed in the heatmap (**Figure 6A**), less transcripts were altered after T3 treatment in P-BMDM than in I-BMBM and the changes were also weaker. 

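In P-BMDM, 0 of the 11634 genes tested passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test of T3-treated against control cultures, and 427 genes, 3.67% of those tested, had an unadjusted p-value under 0.05. The values of the 2 groups did not overlap for 10.1% of the genes, against the 10% that chance gives. With each culture left out in turn, between 0 and 11 genes passed, the highest number without control culture 2. DESeq2 in place of edgeR called 4 genes. Across the 10735 genes tested in both cell types, the SD of the log2 fold changes was 0.83 in I-BMDM and 0.25 in P-BMDM, a ratio of 3.33. Under 2 alternatives chosen after seeing the data, the ratio was 1.44 without a filter on low counts and 3.73 with a stricter filter. Over all genes tested in P-BMDM, the SD was 0.287, and between 0.298 and 0.305 with control and T3 labels exchanged within replicate numbers. The SD in P-BMDM thus does not exceed variation between cultures, and the ratio does not give the relative size of 2 responses. Of the 1454 genes called in I-BMDM that changed by more than 1 on the log2 scale, 24 changed by more than 1 in P-BMDM. The interaction term, which tests whether the response to T3 differed between the cell types, had an adjusted p-value under 0.05 for 4659 of 12028 genes in edgeR.

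**Figure D2:**
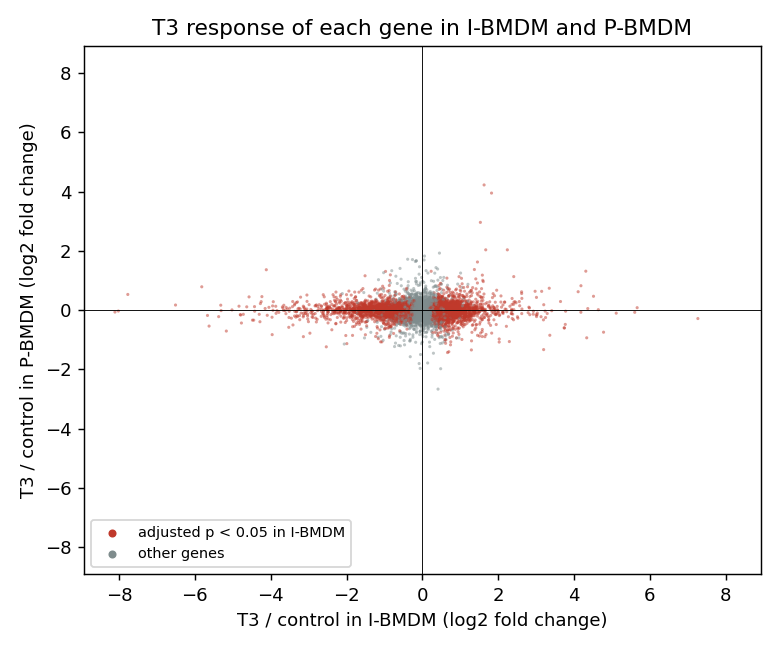
Log2 fold change of each gene under T3 in I-BMDM (horizontal axis) and in P-BMDM (vertical axis), each point being a gene tested in both cell types. Genes called in I-BMDM are red. The points spread along the horizontal axis, with an SD of 0.83 against 0.25 on the vertical axis, where the spread does not exceed that between cultures.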

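The table of gene-level comparisons that the authors deposited holds 5 genes with a q-value under 0.05 in P-BMDM, all higher under T3, which are Ccl6, Pcdhga8, Slc43a2, Vegfa and Klf9. Pcdhga8 had too few counts to be tested with edgeR. In the count data, Klf9 (Entrez gene 16601) had 5.53 ± 1.32 CPM in control and 12.1 ± 1.33 in T3-treated P-BMDM (means ± SD, n = 3 cultures), a log2 fold change of 1.13 with an unadjusted p-value of 0.000214 and an adjusted p-value of 0.961 in edgeR. In I-BMDM it rose by 2.41 (adjusted p = 1.3e-08), and the responses of the 2 cell types differed (interaction log2 1.34, adjusted p = 0.000681 in edgeR). Dbp (Entrez gene 13170) had log2 fold changes of 0.81 in P-BMDM and -1.05 in I-BMDM, with an interaction of -1.79 (adjusted p = 5.29e-05 in edgeR). Klf9 and Dbp belong to a list of 18 genes known to respond to T3, fixed with the gene sets, of which 11 could be tested. Adjusted over these 11 genes alone, both passed in P-BMDM (adjusted p = 0.00236 for Klf9 and 0.00724 for Dbp in edgeR), whereas 0 passed when adjusted over all genes. Vegfa rose by 0.63 on the log2 scale in P-BMDM (unadjusted p = 0.000221 in edgeR), with all T3-treated cultures above all control cultures.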

The list of T3 up- and down-regulated transcripts in P-BMDM is shown in **Table S2**. In addition, the GO terms regulated by T3 in P-BMDM (**Figure 7A**), were different from those found in I-BMDM, with chromatin organization and transcriptional regulation being predominant in both up- and down-regulated transcripts. 

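Tested for a shift in a single direction, which genes changed in both directions would not give, a set of 115 genes of chromatin regulators had a mean log2 fold change of 0.01 in T3-treated P-BMDM (adjusted p = 0.589 from camera) and of -0.21 in I-BMDM (adjusted p = 0.0976). The difference between the 2 cell types had a mean of -0.18 (adjusted p = 0.137 from camera). Individually, 57 of these genes were called down and 18 up in I-BMDM, and 0 were called in P-BMDM, where 427 of all genes tested had an unadjusted p-value under 0.05.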

GSEA analysis showed that the most enriched set of genes were also different. Unexpectedly, although no changes in cell number were observed (**Figure 2**), ribosome and cell cycle were among the T3 down-regulated terms in P-BMDM (**Figure 7B**). 

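The 82 genes of cytosolic ribosomal proteins had a mean log2 fold change of -0.16 in T3-treated P-BMDM (adjusted p = 5.88e-15 from camera), and the normalized enrichment score from fgsea was -2.25 (adjusted p = 0.00368). None of these genes was called individually. This decrease depended on a single culture: without control culture 2, the mean was -0.01 (adjusted p = 0.723 from camera), whereas over all 6 fits that each left out one culture it lay between -0.24 and -0.01. The set also passed in each of the 3 splits of the 6 cultures that exchange control and T3 labels within replicate numbers, with means of 0.18, -0.18 and 0.15. Cell cycle genes had a mean of -0.05 (adjusted p = 0.424 from camera) and pyrimidine metabolism genes of -0.07 (adjusted p = 0.538). The lysosome set, with a mean of 0.05 (adjusted p = 0.00287), and the genes known to respond to T3, with a mean of 0.21 (adjusted p = 0.000879), were the other sets that passed in camera, and neither passed in fgsea (adjusted p = 0.616 for both). With each culture left out in turn, the lysosome set passed in 4 of the 6 fits, with means between 0.006 and 0.10. The genes known to respond to T3 passed in 5 of them, with means between 0.17 and 0.24. Their mean in P-BMDM rests largely on Klf9 (log2 fold change 1.13) and Dbp (0.81), while the other tested genes lay between -0.43 for Me1 and 0.20 for Fasn. In I-BMDM the mean of this set was -0.23 (adjusted p = 0.236 from camera), with 3 genes called up and 7 down. The lysosome set also passed in one split with exchanged labels (adjusted p = 0.000717 from camera), whereas the genes known to respond to T3 passed in none. Ribosomal protein genes differed in their T3 response between the cell types (mean interaction log2 0.54, adjusted p = 8.67e-07 from camera). This difference passed in all 12 fits that each left out one culture, with means between 0.33 and 0.65.

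**Figure D3:**
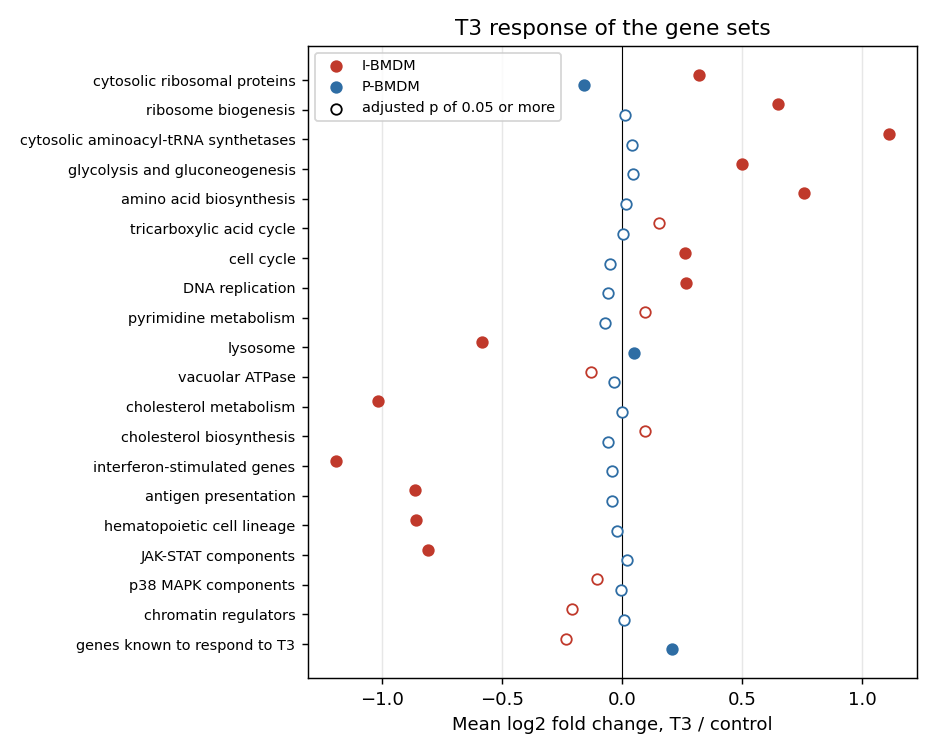
Mean log2 fold change under T3 of each of the 20 gene sets in I-BMDM (red) and P-BMDM (blue). Filled points have an adjusted p-value under 0.05 in camera; ribosomal proteins lie at 0.32 in I-BMDM and at -0.16 in P-BMDM, where the shift rests on control culture 2.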

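At gene level, 0 genes were called by edgeR in both I-BMDM and P-BMDM, since 0 were called in P-BMDM. Of the 6607 genes called in I-BMDM and tested in both cell types, 255 had an unadjusted p-value under 0.05 in P-BMDM, of which 120 changed in the same direction and 135 in the opposite one. Among those that changed by more than 1 on the log2 scale in I-BMDM, 80 had such a p-value in P-BMDM and 51 of the 80 changed in the same direction. Over all 6607 genes, 45.7% had the same sign in both cell types. Across the 10735 genes tested in both, which are not independent replicates, Pearson's r between the 2 sets of log2 fold changes was -0.00654 and Spearman's rho -0.0551. Table S3 lists 48 transcripts of 47 genes; 2 of these genes, 4.26%, had an unadjusted p-value under 0.05 in P-BMDM at gene level. In the P-BMDM group where its value was higher, the listed transcript held a median of 5.81% of the TPM of its gene.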

The Venn diagram showed that only 113 overlapping transcripts were regulated by T3 in both immortal and primary BMDM (**Figure 7C**) of which 50 showed the same trend of expression (**Table S3**), with changes in different signaling pathways being the main GO terms (**Figure 7C**).

**Figure 7:**
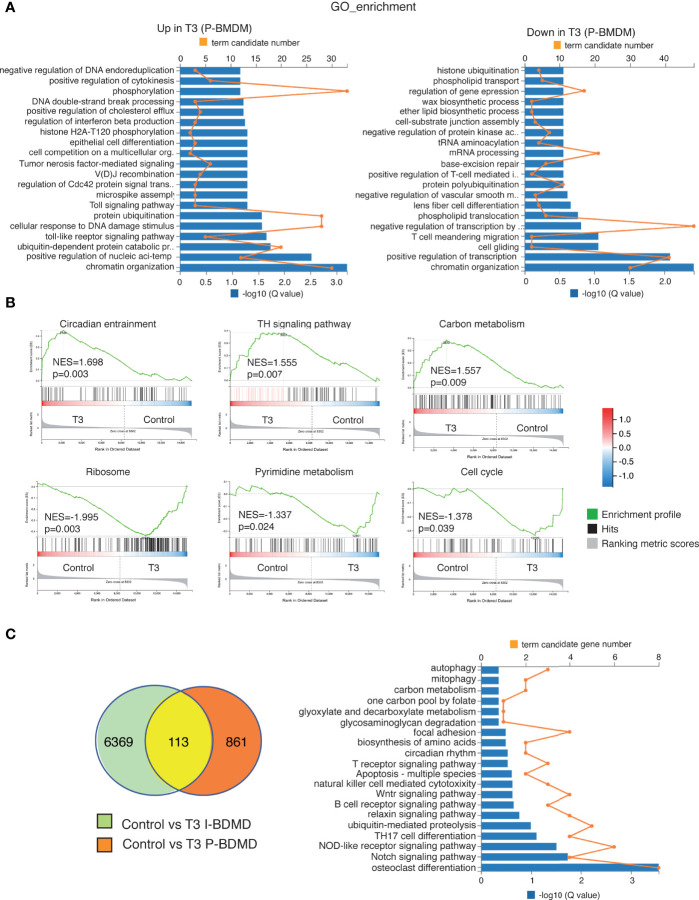
Transcriptional profiling of T3-treated primary macrophages. **(A)** Gene ontology (GO) categories with significant enrichment (left panel) or reduction (right panel) in the transcripts of T3-treated primary cultures of macrophages (P-BMDM) with respect to the untreated cells. Both the term candidate transcript number (in orange) and the Q value (in blue bars) are represented. **(B)** Enrichment plots from Gene Set Enrichment analysis (GSEA) based in the KEEG pathway database showing the top over-represented hallmarks in up-regulated and down-regulated genes in T3-treated P-BMDM. The normalized enrichment scores (NES) as well as the nominal *p* values are shown. **(C)** Venn diagram of the intersection between transcripts regulated by T3 in both I-BDMD and P-BMDM (left) and GO categories of the overlapping transcripts regulated by T3 based in *q* values (right).

### T3 inhibits JAK/STAT activation in response to IFN-γ

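The KEGG modules were not at hand, and hand-written sets of JAK-STAT and p38 MAPK components were tested instead. In T3-treated I-BMDM, 32 of 42 genes of JAK-STAT components were called down and 3 up by edgeR, and the set had a mean log2 fold change of -0.81 (adjusted p = 1.36e-09 from camera). Jak2 (Entrez gene 16452) had 24.1 ± 2.33 CPM in control and 15.5 ± 2.01 in T3-treated I-BMDM (means ± SD, n = 3 cultures), a log2 fold change of -0.70 (standard error 0.12, adjusted p = 0.00025 in edgeR). For the 36 genes of p38 MAPK components the mean was -0.10 (adjusted p = 0.236 from camera), with 18 called down and 7 up, and their normalized enrichment score from fgsea had the opposite sign, at 1.06 (adjusted p = 0.477). Mapk14, which encodes p38α, had a log2 fold change of -0.92 (standard error 0.08, adjusted p = 2.58e-07 in edgeR). In P-BMDM the mean of the JAK-STAT set was 0.02 (adjusted p = 0.538 from camera), and the response of the set differed between the cell types (mean interaction log2 -0.81, adjusted p = 1.3e-09).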

KEEG module pathway analysis (49) showed that the most down-regulated term in T3-treated I-BMDM was the JAK-STAT module (M00684), followed by the p38 module (**Figure 8A**). We then analyzed by western blot the response to IFN-γ in cells pre-treated or not with T3 (**Figure 8B**). As, expected, IFN-γ caused JAK-2 and STAT-1 phosphorylation, which was already maximal after 15 min, and this response was significantly blunted both in immortal and primary T3-treated macrophages. IFN-γ did not alter p38 phosphorylation that, in agreement with the results shown in **Figure 3**, was basally reduced by T3 in both cellular models, but caused the expected induction of ERK phosphorylation in P-BMDM (50), and this induction was also reduced in cells pre-treated with the hormone. This was not observed in I-BMDM where this signaling pathway was constitutively induced by T3 treatment. The cytokine also increased S6 phosphorylation in I-BMDM while the activity of AKT, AMPK or Sirtuin-1 was not affected by IFN-γ, showing only the effects of T3 already observed basally in **Figure 3**.

**Figure 8:**
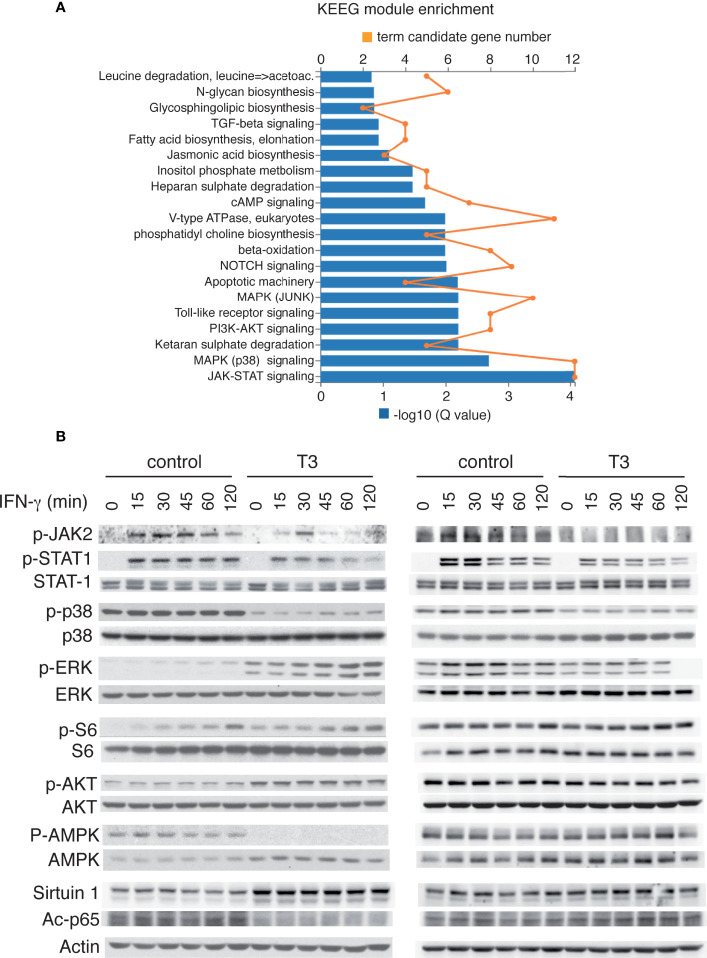
T3 inhibits JAK/STAT activation by IFNγ in immortalized and primary bone marrow-derived macrophages. **(A)** KEEG module enrichment in transcripts down-regulated by T3 in I-BMBM, showing that JAK/STAT and p38 MAPK modules are the two most down-regulated terms. Both the term candidate transcript number (in orange) and the Q value (in blue bars) are depicted. **(B)** I-BMDM (left) and P-BMDM (right) plated in complete medium were shifted to hormone-depleted medium and after 5 h incubated with and without 10 nM T3 for 40 h and with 5 ng/ml IFN-γ for the indicated time points. Representative western blots with the indicated antibodies are shown.

## Discussion

Immortalization of murine bone marrow cells by retroviral infection with the J2 oncogene, in the absence of a specific growth factor supplement, induces the selective proliferation of monocytic cells, allowing the generation of immortal cells with functional features of primary macrophages (15), which can induce formation of tumors in newborn mice (51). v-*raf* and v-*myc* might affect different components of growth regulation, as, for example, commitment (v-*myc*) and cell cycle progression (v-*raf*) (52). J2-immortalized macrophages grow rapidly in medium supplemented with fetal calf-serum in the absence of exogenous growth factors. However, these immortal cells are unable to grow when the serum has been treated with an anion exchange resin, suggesting a complementation between the viral oncogenes and other factors present in the serum. This treatment is the standard method for depleting the serum of thyroid hormones and the finding that adding back T3 to the depleted medium recovers growth to a large extent, demonstrates that this hormone is a key factor for the proliferation of immortalized macrophages. This action is most likely mediated by binding of T3 to TRα. This isoform is the major receptor in normal macrophages (29) and this feature is conserved upon immortalization. The thyroid hormones might have divergent effects on cell proliferation and transformation depending on the cell type, the cellular context, the transformation status or the expressed TR isoform (20, 53). With few exceptions, oncogene-immortalized or tumor cell lines are not responsive to the thyroid hormones and these hormones can display opposite effects in responsive cells. Thus, while T3 enhances 3-methylcholanthrene induced transformation of C3H/10T1/2 cells by increasing K-*ras* levels (54), the hormone inhibits transformation of NIH-3T3 fibroblasts by oncogenic H-*ras* (55). Humans and experimental studies show that in contrast with the well-accepted role of TRβ as a tumor suppressor (56–59) TRα can have oncogenic effects *in vivo* (53, 60). The finding that T3 induces proliferation of immortalized macrophages agrees with this role of TRα, as these cells express this receptor and virtually no detectable TRβ.

The decreased number of immortal macrophages cultured in the absence of thyroid hormones could result from reduced proliferation and/or from increased cell death. Both mechanisms appear to contribute, as manifested by an increase in the number of apoptotic cells found in the absence of T3, but the major effect has to be attributed to the interruption in cell cycle progression, as the percentage of dead or apoptotic cells is low (approximately 10%) in comparison with the important increases in cell number observed in T3-treated cells. The potential target of the J2 virus is a M-CSF dependent cell, presumably a committed progenitor to the macrophage lineage (17) and M-CSF is the major and specific growth factor for this cell type. Accordingly, M-CSF also induced proliferation of immortalized macrophages cultured in depleted medium and had an additive effect with T3. That T3 might act, in part, by an autocrine mechanism is suggested by the finding that T3 increased *M-CSF* transcripts. Opposite to M-CSF, GM-CSF, a factor that stimulates macrophage production by bone marrow progenitor cells (61), did not induce proliferation of immortalized macrophages grown in depleted medium, but rather had an inhibitory effect on cell growth. Indeed, without decreasing cell viability, GM-CSF reduced the number of cells in the absence of T3, and was able to revert to a significant extent the stimulatory effect of the hormone and/or M-CSF. GM-CSF has also a clear inhibitory effect in the proliferation of immortalized macrophages grown in complete medium in the presence of endogenous hormone, suggesting that induction of *GM-CSF* transcripts by T3 could constitute a negative feed-back mechanism limiting the hormone proliferative effects.

Consistent with the effect of T3 in maintaining the growth of immortalized macrophages, the hormone orchestrates the activity of key signaling pathways with anabolic and proliferative functions, while inhibiting others with opposite effects. Thus, a higher ERK1/2 activation is found in T3-treated immortalized macrophages than in the untreated cells. The ERK1/2 pathway is stimulated by different growth factors and acts downstream of the *ras* and *raf* oncogenes, playing a key role in proliferating cells. In addition, this signaling pathway has been shown to regulate immune responses in macrophages (43, 62). In contrast, T3 inactivates the MAPK p38α. This is congruent with the function of this kinase that negatively regulates cell cycle progression at both the G1/S and G2/M transitions and induction of apoptosis by cellular stresses (63). The phosphatidylinositol-3-kinase (PI3K)/AKT pathway activates multiple downstream kinases that regulate many aspects of cellular activity including viability, metabolism and proliferation of different cell types including macrophages (64, 65) and is also induced by T3 in immortalized macrophages. AKT is in turn a critical activator of mTORC1, other crucial signaling pathway. mTORC1 coordinates the synthesis of macro-molecules needed in growing and proliferating cells (45), stimulating protein translation and ribosome biosynthesis, lipid homeostasis and synthesis of nucleotides providing the building blocks for cell growth. T3 induced the phosphorylation of the ribosomal protein S6, a crucial target of this pathway for protein synthesis. In contrast with AKT, AMPK stimulates catabolic pathways, while switching off energy-consuming processes such as biosynthesis and cell-cycle progression (46). Consistent with this role, although total levels of AMPK are increased by T3, its phosphorylation is strongly inhibited. This inhibition may be a consequence of AKT activation by the hormone, since AMPK is subjected to an inhibitory phosphorylation by different kinases including AKT (66), on a region different from Thr172 responsible for its activation. This inhibition may constitute a negative regulatory mechanism to switch off AMPK signaling favoring proliferation (67). In addition, AMPK causes an allosteric inhibition of mTORC1 (68) and therefore inhibition of AMPK activity by T3 should contribute to the maintenance of mTORC1 signaling.

Together with AKT and AMPK, Sirtuin-1 is a master regulator of metabolism, considered essential for adaptive responses (69, 70). In the metabolic effects of the thyroid hormones appear to be involved the regulation of Sirtuin-1 and there is a significant overlap between the actions of the thyroid hormones and this enzyme in the regulation of metabolic processes (71, 72). In immortalized macrophages T3 treatment increased Sirtuin-1 levels and, as expected, reduced p65 acetylation. Deacetylation by Sirtuin-1 leads to inactivation of p65, thus limiting the activity of the NF-κB pathway and the expression of NF-kB-dependent genes (48). We have previously shown that the thyroid hormones can antagonize NF-κB activation *in vivo* (34, 73, 74) and it is likely that p65 deacetylation might be involved in this regulation.

In contrast with the proliferative actions of T3 on immortalized macrophages, we have not been able to detect a clear effect of the hormone on the generation of primary macrophages. Although bone marrow cells cannot differentiate normally in serum depleted of thyroid hormones, T3 does not reverse this situation, suggesting that other still unidentified lipophilic factors, which are removed together with the thyroid hormones by the resin, are crucial for M-CSF-dependent differentiation of macrophage precursor cells. It had been reported that very high supra-physiological concentrations of T3 reduce the number and differentiation of bone marrow derived monocytes into unpolarized macrophages (28). However, our experiments with a more physiological hormone concentration do not show significant effects of T3 on macrophage differentiation in complete medium. Furthermore, after transfer of primary differentiated macrophages to depleted medium, treatment with the hormone for 48 h had not major effects on cell number, macrophage marker expression or transcript levels of polarization markers. Of the different signaling pathways analyzed, activation of ERK1/2, AKT, S6 and Sirtuin-1 by T3 was only observed in the cell line and appear to be related to the immortalization process rather than to the modulation of normal macrophage functions by the hormone. However, p38 and AMPK phosphorylation were reduced by T3 both in immortalized and primary macrophages. Down-regulation of AMPK activity has been shown to be essential in mediating the metabolic effects of the thyroid hormones (75) and we have previously shown in pituitary cells that T3 down-regulates p38 activation by a mechanism that involves the induction of the MAPK phosphatase DUSP1, and that this results in a reduction of the response to TNFα and NF-κB activity (74). The importance of regulation of these enzymes by T3 on macrophage functions requires further investigation.

The changes of signaling pathways activity in the T3-treated immortal macrophages correlated with important metabolomic alterations. The observed changes suggested an increased glycolysis in T3-treated cells with higher levels of lactate and a more efficient energy production with higher creatine levels. An increased glycolytic flux, typical of rapidly proliferating cells and inflammatory cells, promotes the accumulation of lactate (76). This is compatible with increased AKT and mTORC1 that increase glycolysis in macrophages (45) and with the reduced AMPK inactivation since this kinase promotes oxidative metabolism rather than glycolysis (46). In addition, succinate, a tricarboxylic acid cycle (TCA) intermediate, as well as glutamate, also accumulated in T3-treated cells. Succinate can accumulate as a consequence of a break-point in the Krebs cycle (11), which is also a typical feature of pro-inflammatory macrophages as a result of Krebs cycle interruption and OXPHOS suppression (6, 8, 11). mTORC1 has been also linked to glutamine metabolism through its control of glutamine hydrolysis to glutamate, the rate-limiting step in glutamine utilization, which can be converted to succinate as part of the Krebs cycle (9, 77). Interestingly, NAD^+^ levels also increased after T3 treatment, in concordance with Sirtuin-1 activation, while acetate that generates acetyl-CoA, of direct relevance to immunity and cell growth driving covalent modifications of chromatin proteins to alter the epigenome (78), was reduced by the hormone. The levels of formate, a one-carbon metabolite used for purine nucleotide biosynthesis, was reduced after incubation with T3, while the amino acid glycine, also involved in one‐carbon metabolism, which has recently been shown to regulate inflammatory responses (79) was increased. The amounts of other aminoacids, including taurine, valine, isoleucine and leucine, were reduced after T3 treatment, probably reflecting a higher utilization for protein synthesis consistent with the proliferative effects of the hormone. These changes were not observed in primary macrophages, in which cell proliferation was not induced by T3. The molecular mechanism/s responsible for the metabolic changes caused by T3 in immortal macrophages have not been identified in this study. However, the finding that the metabolic profile in T3-treated cells is compatible with that of rapidly proliferating cells, suggests that stimulation of ERK and AKT signaling pathways, as well as reduced activity of p38 and AMPK, could participate in this regulation.

Macrophages also utilize lipids for energy production. T3 increased free cholesterol levels in immortalized macrophages. Cholesterol provides structure and fluidity to the cell membranes and high levels of cholesterol in macrophages can lead to accumulation of lipid droplets and lipid raft formation, which is essential for pro-inflammatory signaling, demonstrating that cholesterol metabolism is a key biosynthetic pathway in macrophages (80). Sphingomyelin, other lipid metabolite increased by T3, is the most abundant sphingolipid, also associated with lipid rafts, and its interaction with cholesterol regulates cell signaling pathways and apoptosis (81). Both have been shown to increase upon classical macrophage activation (82, 83). The balance between FA oxidation and FA synthesis may be essential to macrophage function. FA oxidation is necessary to support the functions of alternatively activated macrophages (10) and overall levels of free FA are diminished in inflammatory compared to resting macrophages (84). Thus, the overall metabolic changes produced by T3 in immortalized macrophages are reminiscent of those caused by pro-inflammatory stimuli, and this coincides with increased expression of genes such as *TNF*α or *HIF-1*α. However, T3 also increased *Arginase 1* mRNA, suggesting a complex effect of the hormone I-BMDM function, not directly related to a typical polarized phenotype. In fact, metabolic changes observed in T3-treated immortal macrophages can also be interpreted as being characteristic of rapidly dividing cells providing the anabolic changes and metabolites needed for making new cells. This is strongly suggested by the finding that T3 had little metabolic effects in primary macrophages.

PUFAs were the only class of lipid metabolites induced by T3 in both immortal and primary macrophages. These compounds affect macrophage functions through the production of bioactive lipid mediators, through changes of cell membrane properties or by acting as ligands for membrane and nuclear receptors (85). PUFAs, are involved in inflammatory processes and their resolution (86). PUFA levels in macrophages are subject to temporal changes during the inflammatory response. Macrophage content of PUFAs is rapidly decreased following pro-inflammatory stimuli, correlating with downregulation of genes involved in PUFA synthesis, followed by a late phase response associated with increased intracellular PUFA levels, as well as induction of the genes responsible for their generation (82, 83). Therefore, control of PUFA levels by T3 might regulate the macrophage response to inflammatory stimuli.

Transcriptomic analysis confirmed that T3 has a crucial role in the proliferation of immortal macrophages stimulating expression of gene sets involved in protein synthesis and cell cycle progression. Moreover, it also confirmed the regulation of genes involved in the observed metabolic changes, with an increase in glycolysis/gluconeogenesis and a reduction in cholesterol metabolism that could lead to its accumulation. The transcriptomic changes were also less marked in primary macrophages than in the immortalized cells, with a lower number of regulated transcripts and weaker changes. Not only the changes were weaker, but T3 modified different pathways and processes with only a small number of common transcripts being regulated with the same tendency in immortal and primary macrophages. In fact, while changes in expression of genes involved in cell proliferation were predominant in immortal macrophages, in primary macrophages the most enriched processes after T3 treatment were related with transcriptional regulation, corresponding with the actions of TRα as a transcription factor that recruits both coactivators and corepressors to stimulate or repress gene expression (19).

It has been reported that immortal macrophages and primary macrophages display similar metabolic and functional features upon cytokine stimulation (18). We observed that, indeed, in both types of cells T3 reduced STAT-1 phosphorylation in response to IFNγ, the key regulator of macrophage activation. Besides the canonical pathway, IFNγ can also activate ERK1/2 in some cells (87). This was observed in primary macrophages and T3 also reduced this activation. These results extend our previous observations that the thyroid hormone can antagonize IL-6 signalling leading to reduced STAT-3 transcriptional activity (34). Besides decreasing STAT-1 phosphorylation in response to IFNγ, T3 reduced phosphorylation of the upstream activator JAK2, suggesting that T3 could be a general inhibitor of the response to different factors signalling through the JAK/STAT pathway. JAK/STAT signaling begins with the binding of cytokines to the cytokine receptors. Receptor oligomerization allows the transphosphorylation of JAKs that then phosphorylate the receptors creating a docking site for STATs (88). Any of these step/s could be regulated by T3 and be responsible for the observed antagonism.

In conclusion, T3 is crucial for the growth on oncogene-immortalized macrophages, but had little metabolic and transcriptomic effects in the resting unpolarized normal counterparts. As T3 could regulate the response to pro-inflammatory stimuli (26, 28, 29), future studies are needed to underscore a potential function of the hormone on metabolism and global gene expression after cytokine stimulation.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below:

https://www.ncbi.nlm.nih.gov/, GSE200718.

## Ethics statement

The animal study was reviewed and approved by Ethics Committee of the Consejo Superior de Investigaciones Científicas and Comunidad de Madrid.

## Author contributions

AA and SA conceptualized and designed the study. IL-M and DR-M conducted experiments. AA, SA and AC obtained funds. JR and AC analyzed data. AA wrote the manuscript and SA and AC critically revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work has been funded by grants SAF2017-83289-R and PID2020-116146RB-I00 to SA and AA, PID2019-104284RB-I00/AEI/10.13039/501100011033 to AC and SAF2017-90604REDT to AA and AC from Ministerio de Ciencia Innovación y Universidades; by grant B2017/BMD-3724 to SA and AA from the Comunidad de Madrid; and by CIBERONC CB/16/00228 to AA from the Instituto de Salud Carlos III. The cost of this publication has been paid in part by FEDER Funds.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Regulation of metabolic and transcriptional responses by the thyroid hormone in cellular models of murine macrophages
**Source:** Front Immunol. 2022 Jul 22;13:923727. doi: 10.3389/fimmu.2022.923727
**Supplement:** Supplementary file 1

## *Supplementary Material*

### 1 SUPPLEMENTARY DATA

#### Primers used for Quantitative real-time PCR

|                               | Forward Primer         | Reverse Primer          |
|-------------------------------|------------------------|-------------------------|
| <b>TR<math>\alpha</math></b>  | CTGACCTCCGCATGATCGG    | GGTGGGGCACTCGACTTTC     |
| <b>TR<math>\beta</math></b>   | GGACAAGCACCCATCGTGAAT  | CTCTGGTAATTGCTGGTGTGAT  |
| <b>ARG 1</b>                  | TCATTTGGGTGGATGCTCACAC | GAGAATCCTGGTACATCTGGGAA |
| <b>EGR2</b>                   | AACGGAGTGGCGGGAGAT     | ATGGGAGCGAAGCTACTCGGAT  |
| <b>YM1</b>                    | GGGCATACCTTTATCCTGAG   | CCACTGAAGTCATCCATGTC    |
| <b>IL1b</b>                   | TGGACCTTCCAGGATGAGGACA | GTTTCATCTCGGAGCCTGTAGTG |
| <b>IL12a</b>                  | ACGAGAGTTGCCTGGCTACTAG | CCTCATAGATGCTACCAAGGCAC |
| <b>IL12b</b>                  | TTGAACTGGCGTTGGAAGCACG | CCACCTGTGAGTTCTTCAAAGGC |
| <b>GM-CSF</b>                 | TCGTCTCTAACGAGTTCTCCTT | CGTAGACCCTGCTCGAATATCT  |
| <b>M-CSF</b>                  | ATGAGCAGGAGTATTGCCAAGG | TCCATTCCCAATCATGTGGCTA  |
| <b>TNF<math>\alpha</math></b> | CGATCACCCCGAAGTTCAGTA  | GGTGCCTATGTCTCAGCCTCTT  |
| <b>HIF-1</b>                  | GGGGAGGACGATGAACATCAA  | GGGTGGTTTCTTGTACCCACA   |
| <b>AMPK</b>                   | GTCAAAGCCGACCCAATGATA  | CGTACACGCAAATAATAGGGGTT |
| <b>Sirt-1</b>                 | TGATTGGCACCGATCCTCG    | CCACAGCGTCATATCATCCAG   |

**List of antibodies used**

| <b>ANTIBODY</b>                               | <b>CATEGORY</b>   | <b>DILUTION</b> | <b>SUPPLIER</b>          | <b>Cat. number</b> |
|-----------------------------------------------|-------------------|-----------------|--------------------------|--------------------|
| <b>Phospho-ERK</b>                            | Mouse monoclonal  | 1:1000          | Santa Cruz Biotechnology | sc-7383            |
| <b>ERK2</b>                                   | Rabbit polyclonal | 1:20000         | Santa Cruz Biotechnology | sc-154             |
| <b>Phospho-p38 (Thr180/Tyr182)</b>            | Rabbit polyclonal | 1:1000          | Cell Signaling           | 9211               |
| <b>p38</b>                                    | Rabbit polyclonal | 1:20000         | Santa Cruz Biotechnology | sc-728             |
| <b>Phospho-Akt1/2/3 (Ser 473)</b>             | Rabbit polyclonal | 1:1000          | Santa Cruz Biotechnology | sc-7985-R          |
| <b>AKT3 + AKT1</b>                            | Rabbit monoclonal | 1:1000          | Abcam                    | ab32038            |
| <b>Phospho-p70 S6 kinase (Thr 389)</b>        | Rabbit polyclonal | 1:1000          | Santa Cruz Biotechnology | sc-11759-R         |
| <b>p70 S6 kinase</b>                          | Rabbit polyclonal | 1:1000          | Santa Cruz Biotechnology | sc-9027            |
| <b>Phospho-S6 (Ser240/244)</b>                | Rabbit polyclonal | 1:1000          | Cell Signaling           | 2215               |
| <b>S6 Ribosomal Protein</b>                   | Rabbit monoclonal | 1:1000          | Cell Signaling           | 2217               |
| <b>Phospho-AMPK<math>\alpha</math> (T172)</b> | Rabbit monoclonal | 1:1000          | Cell Signaling           | 2535               |
| <b>AMPK<math>\alpha</math></b>                | Rabbit polyclonal | 1:1000          | Cell Signaling           | 2532               |
| <b>Sirtuin 1</b>                              | Rabbit polyclonal | 1:1000          | Sigma-Aldrich            | 07-131             |
| <b>NF-kB p65 (acetyl K310)</b>                | Rabbit polyclonal | 1:500           | Abcam                    | ab19870            |
| <b>Phospho-p65 (Ser536)</b>                   | Rabbit monoclonal | 1:1000          | Cell Signaling           | 3033               |
| <b>IKB<math>\alpha</math></b>                 | Rabbit polyclonal | 1:1000          | Santa Cruz Biotechnology | sc-371             |
| <b>p65</b>                                    | Rabbit monoclonal | 1:1000          | Cell Signaling           | 8242               |
| <b>Actin</b>                                  | Goat polyclonal   | 1:10000         | Santa Cruz Biotechnology | sc-1615            |
| <b>Phospho-Jak2 (Tyr1007/1008)</b>            | Rabbit polyclonal | 1:1000          | Cell Signaling           | 3771               |

|                               |                   |        |                |      |
|-------------------------------|-------------------|--------|----------------|------|
| <b>Phospho-Stat1 (Tyr701)</b> | Rabbit monoclonal | 1:1000 | Cell Signaling | 9167 |
| <b>Stat1</b>                  | Rabbit Polyclonal | 1:1000 | Cell Signaling | 9172 |

## 2. SUPPLEMENTARY FIGURES

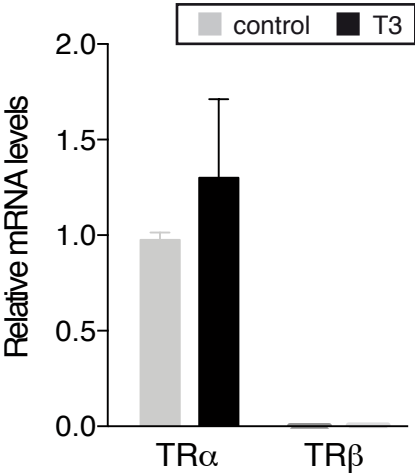

**Supplementary Figure 1.** TRs expression in immortalized macrophages. mRNA levels of TRα and TRβ were measured by quantitative PCR in I-BMDM treated in the absence (control) and presence of 10 nM T3 for 48 h in thyroid hormone-depleted medium (n=6). Data are means±SD and are expressed relative to the values of TRα mRNA in the untreated cells.

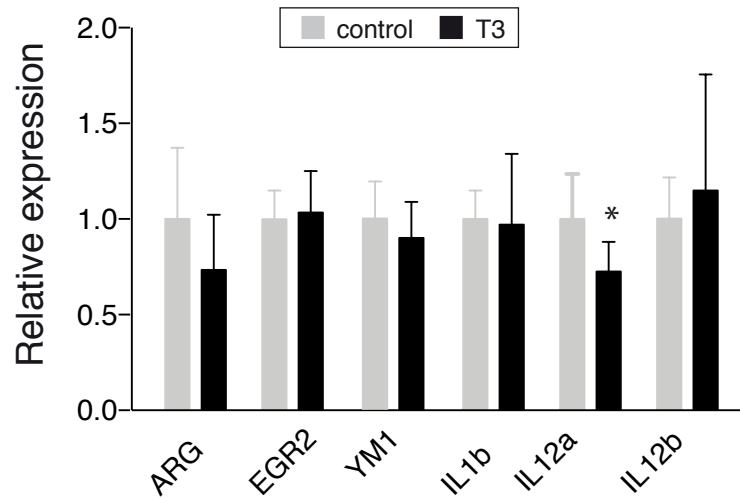

**Supplementary Figure 2.** Effect of T3 on expression of polarization markers in bone marrow derived macrophages. Levels of the indicated transcripts were measured by quantitative PCR in primary bone marrow derived macrophages (P-BMDM) differentiated in complete medium in the absence (control) and presence of 10 nM T3. (n=6-9). Data are means $\pm$ SD and are expressed relative to the values of the control cells. \* $p < 0.05$ .

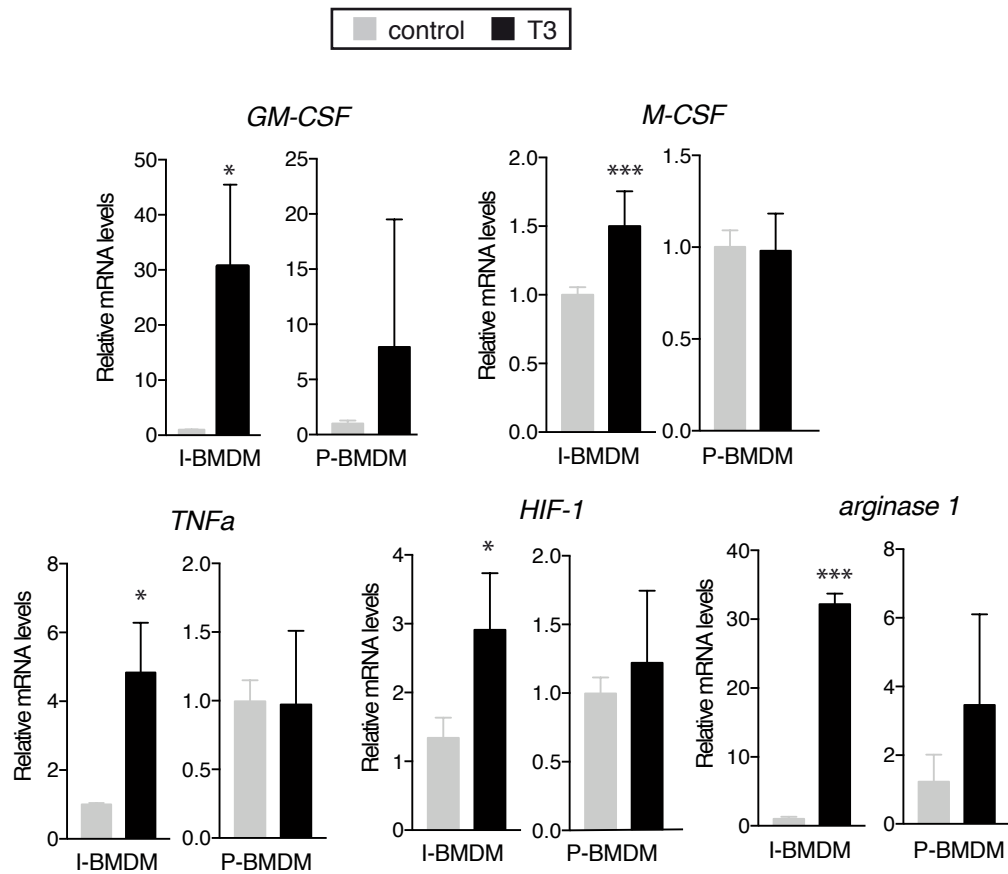

**Supplementary Figure 3.** Effect of T3 on gene expression in immortalized and primary bone marrow derived macrophages. Primary macrophage (P-BMBM) were differentiated for 5 days in complete medium, shifted to thyroid hormone depleted medium and incubated in this medium for 48 h in the absence and presence of T3 (n=9). Immortalized macrophages (I-BMDM) were treated in a similar way (n=6). Levels of the indicated transcripts were measured by quantitative real-time PCR. Data are means $\pm$ SD and are expressed relative to the values obtained in the corresponding control untreated cells. \*p < 0.05, \*\*\*p < 0.001.

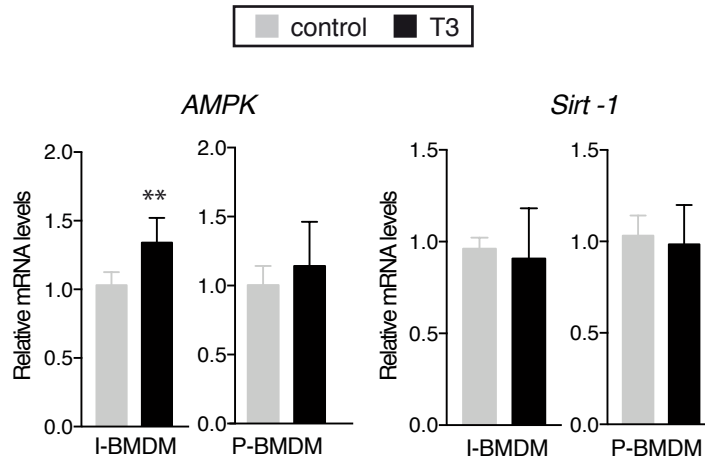

**Supplementary Figure 4.** Effect of T3 on AMPK $\alpha$  and Sirtuin-1 gene expression in immortalized and primary bone marrow derived macrophages. Primary macrophages (P-BMBM) were differentiated for 5 days in complete medium, shifted to thyroid hormone depleted medium and incubated in this medium in the absence and presence of T3 for 48 h (n=6). Immortalized macrophages (I-BMDM) were treated in a similar way (n=6). mRNA levels are represented as means $\pm$ SD and are expressed relative to the values obtained in the corresponding control untreated cells. \*p < 0.05, \*\*\*p < 0.001.

**A**

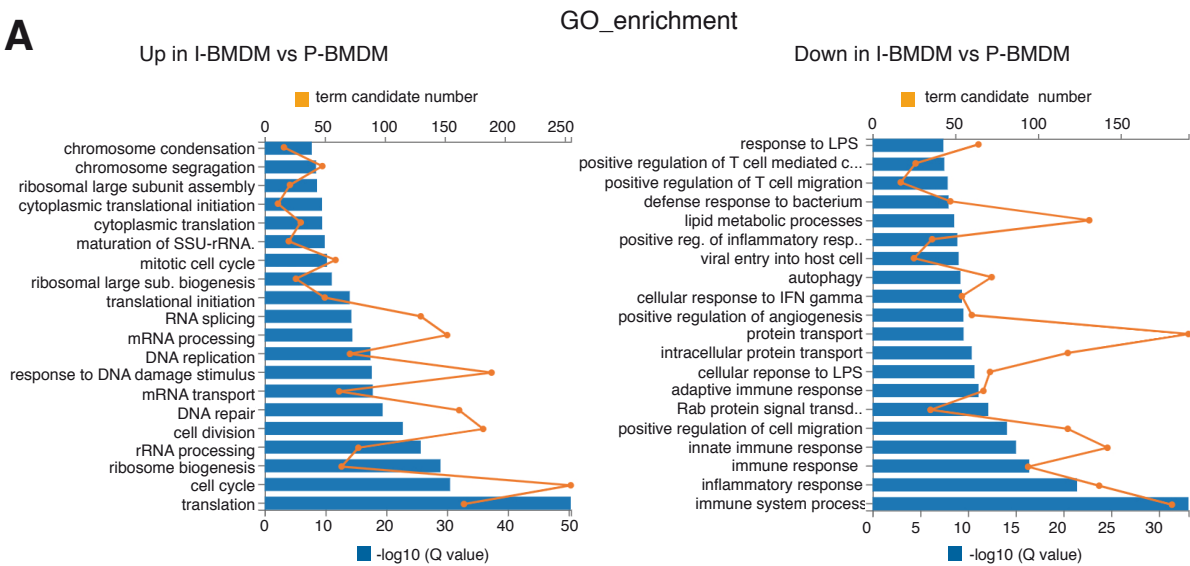

**B**

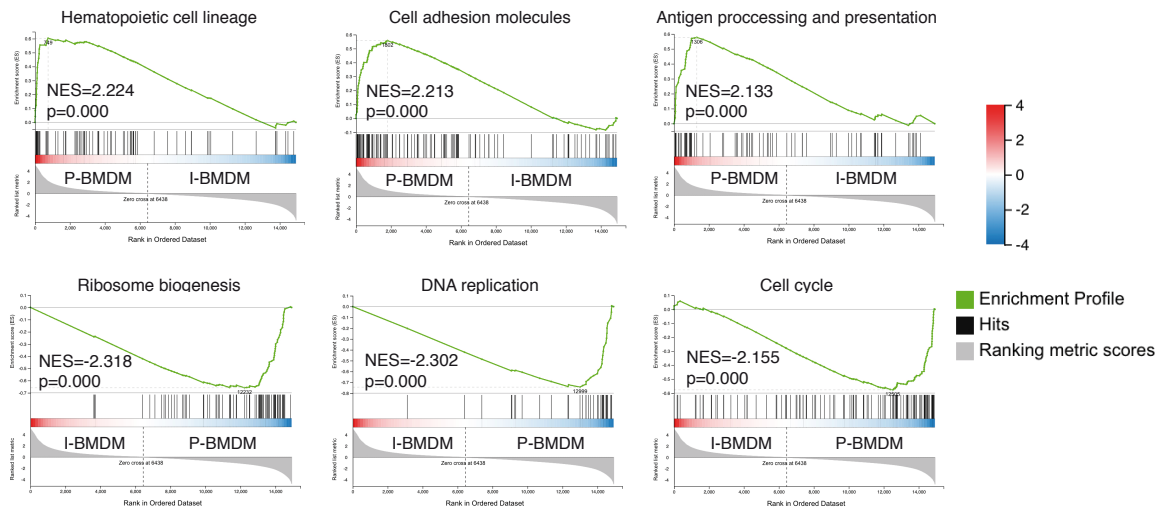

**Supplementary Figure 5.** Transcriptomic changes between immortalized and normal bone marrow derived macrophages. **(A)** Gene ontology (GO) categories with significant enrichment (left panel) or reduction (right panel) in the transcripts of immortalized macrophages (I-BMDM) vs primary cultures of macrophages (P-BMDM). Both the term candidate transcript number (in orange) and the Q value (in blue bars) are represented. **(B)** Enrichment plots from Gene Set Enrichment analysis (GSEA) based in KEEG pathway database showing the top over-represented hallmarks in up-regulated and down-regulated genes I-BMDM vs P-BMDM. The normalized enrichment scores (NES) as well as the nominal p values are shown.

How the deposited data were processed for this re-analysis (not part of the article)

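RNA-seq was carried out by the authors on 12 cultures, 3 of each of 4 groups: control and T3-treated I-BMDM and control and T3-treated P-BMDM. Cultures were assigned to groups from the sample titles and the column names, which mark the primary cells with a prefix as the paper's supplementary tables do. The cell type field of the deposited sample labels gives the cell types the other way round, and the assignment of the paper's tables was followed. Expression values were not used for the assignment. Dose (10 nM) and time (40 h) were taken from the Methods.

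The authors deposited estimated counts per gene for each culture, which were not normalized and of which 5.54% were not whole numbers. The deposited TPM values are transcript abundances scaled by the authors, and each column adds up to between 999999.5 and 1000000. The deposited FPKM values were also computed by the authors and were not used for any test. The authors' table of comparisons holds log2 fold changes, p-values and q-values that the authors computed with DESeq2 at gene level. The aligner, the counting program, the genome build and the filters are not named in the paper's text, so no coordinates are given. The series table lists 16358 genes, of which 692 have 0 counts in all 12 cultures, and 0 of its per-sample columns were left out. Because reads could be shared between near-identical copies, values of ribosomal protein genes, histocompatibility genes and X- and Y-chromosome copies are uncertain.

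The comparisons had been planned for transcripts, as in the paper's Tables S1 to S3. Since the deposited values are per gene, the same tests were applied to genes. Estimated counts were rounded and analysed with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10 and a minimum total count of 15, TMM normalization, glmQLFit and glmQLFTest), two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 without a threshold on the fold change. Standard errors were computed as the absolute log2 fold change divided by the square root of the quasi-likelihood F. T3-treated and control cultures were compared within each cell type, untreated I-BMDM were compared with untreated P-BMDM, and the difference between the T3 responses was tested as an interaction over the 12 cultures. CPM were normalized over the 12 cultures. Where every library of a group had at most 3 counts, the fold is a lower bound against 3 counts.

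The 20 gene sets are lists written by hand and are neither KEGG nor GO lists. They were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01, and with fgsea 1.28.0 (10000 gene permutations) as an alternative. Genes named in the text are those the paper names, some of which are not reported here; per comparison, the 5 with the largest rise and the 5 with the largest fall among called genes with at least 10 counts in the higher group and no overlap between the groups; up to 3 members of each gene set that passed, with the smallest adjusted p-values; a list of genes known to respond to T3; and the transcripts of Table S3. Vegfa, Slc43a2, Pcdhga8, Ccl6, Trib3, Chac1, Atf4, Scd1, Kdm5d, Uty and LOC105244034 fall outside this rule and were chosen after their values were seen.

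The alternatives were a replicate block, no filter, a stricter filter (at least 10 counts in every culture), DESeq2's size factors in place of TMM, DESeq2 1.42.0 in place of edgeR, all 12 cultures in one fit, a threshold of 1 on the absolute log2 fold change, another inter-gene correlation and leaving out each culture in turn. The shared replicate numbers come from the sample titles. The tests were tried on simulated data first: counts drawn from the means and library sizes of the real cultures, with 200 genes changed, in 5 draws. At a change of 0.5 on the log2 scale, 65.1% of the changed genes were recovered in I-BMDM and 35.4% in P-BMDM, and at a change of 2, 99.4% and 97.0%. The share of calls that were false lay between 5.09% and 7.29%, against an aimed share of 5%. In sets of independent simulated genes, camera called the changed set and 0 of 40 unchanged sets, a simulation without the correlation between genes that real cultures have.

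Measurements without deposited files in this series, such as qPCR, western blots and metabolites, were not analysed here.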

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

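The tests of depth, of reads from X-chromosome copies and of a mixed library were chosen only after the result was seen, as was the count of splits for P-BMDM. The test of X-chromosome copies was reworded after the counts had been seen.

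The response to T3 differed between I-BMDM and P-BMDM for 4659 of 12028 genes by the interaction term (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Of the genes the paper names or known to respond to T3, the response in I-BMDM less that in P-BMDM, on the log2 scale, was 2.06 for Csf1, 2.14 for Tnf, 0.60 for Sirt1, 0.37 for Atp2a2 and 1.34 for Klf9. It was -1.30 for Egr2, -2.21 for Adgre1, -0.70 for Jak2, -0.93 for Mapk14, -1.09 for Bcl3, -1.59 for Cpt1a, -1.79 for Dbp, -0.60 for Mbp, -0.65 for Nr1h3 and -0.40 for Ucp2. Of the gene sets tested with camera, the mean difference was 0.54 for cytosolic ribosomal proteins, 0.70 for ribosome biogenesis, 1.13 for aminoacyl-tRNA synthetases, 0.55 for glycolysis and gluconeogenesis, 0.71 for amino acid biosynthesis, 0.36 for cell cycle and 0.38 for DNA replication. It was -0.56 for lysosome, -0.97 for cholesterol metabolism, -1.07 for interferon-stimulated genes, -0.77 for antigen presentation, -0.52 for hematopoietic cell lineage and -0.81 for JAK-STAT components.

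Several technical explanations of the smaller number of genes changed in P-BMDM were tested. A lower depth goes against the totals, since the median total count in P-BMDM was 19981918, above that of I-BMDM. With the spread of the P-BMDM cultures, 78.9% of 200 simulated genes above 1 CPM, changed together by 1 on the log2 scale, were recovered. At a change of 0.5, 35.4% were. The spread would thus not hide most of many changes of 1 occurring together, although it could hide smaller ones. With fewer changed genes the adjusted threshold is stricter, which was not simulated. Klf9 rose by 1.13 in P-BMDM and was not called by edgeR, so a larger spread could also hide single changes of this size. For the interaction, 4 of the 32 splits that exchange control and T3 labels within same-numbered pairs gave at least as many genes, the real one included. The other 3 left the I-BMDM labels as they were and exchanged labels in P-BMDM alone. With the I-BMDM labels kept, between 4325 and 4945 genes passed whatever the P-BMDM labels, and every split that exchanged a label in I-BMDM gave 0 genes. As exchanging P-BMDM labels leaves the response of I-BMDM in place, this count does not decide whether the responses differ. The larger size of the response in I-BMDM was reached by 1 of the 16 combinations of splits, the real one, which is the smallest share this design allows. With the I-BMDM labels kept, the ratio of the SDs lay between 3.096 and 3.33 whatever the P-BMDM labels. In the other combinations it lay between 1.055 and 1.193. The share therefore depends mainly on whether the I-BMDM labels were kept, and it does not decide whether the sizes differ. A difference between sequencing projects was not tested, since the cultures are not assigned to the 2 project numbers.

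Y-chromosome genes, which the paper does not discuss, had counts in every I-BMDM culture, at least 167 for Ddx3y, 202 for Eif2s3y, 62 for Kdm5d and 77 for Uty. In P-BMDM, which the Methods describe as derived from female mice, the highest counts were 2 for Ddx3y, 6 for Eif2s3y and 0 for the others. In its first wording, the test of reads from X-chromosome copies asked for any P-BMDM culture above 3 counts, which the 6 counts of Eif2s3y would have met. In the wording used, the test goes against that explanation, since the count of the Y genes per count of their X copies in P-BMDM was 0.247% of that in I-BMDM. The counts of Ddx3y and Eif2s3y in P-BMDM came from T3-treated culture 3. RNA of I-BMDM in that library goes against 4 genes detected in I-BMDM. If it had brought the Eif2s3y count, it would also have brought 128 counts of Gm41885, 51.7 of Gm40600, 38.6 of Cth and 13.3 of Pax3, where 0, 5, 1 and 1 were counted. The source of the counts of Gm40600, Cth and Pax3 in this library, which were 0 in the other P-BMDM cultures apart from 1 for Gm40600, was not tested. The Y-chromosome counts could thus reflect a male origin of the immortalized line, a hypothesis for which no other test was run.

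Among genes that the paper does not discuss, several were detected in the untreated cultures of only one cell type, meaning more than 3 counts in all 3 cultures of one and at most 3 in those of the other. The lowest count in untreated I-BMDM was 2370 for Gm41885, 798 for Gm40600, 497 for Pax3, 88 for Cth and 46 for Apoc1. The lowest count in untreated P-BMDM was 5953 for Mmp14, 3241 for Lox, 2704 for Ngp, 1485 for Pygl, 1453 for S100a9, 906 for Lcn2 and 828 for Acp5. The authors' deposited table also holds a comparison of T3-treated I-BMDM with T3-treated P-BMDM that the paper does not report, with 4188 genes higher and 4762 lower in I-BMDM at a q-value under 0.05, counts that are the authors'. For collagen and neutrophil granule genes, RNA from other cells in the primary cultures was tested. The stromal marker genes varied together over the 6 P-BMDM cultures more than 100% of 10000 random lists of the same expression, and the neutrophil markers more than 99.2% of them, so that a contribution of such cells may remain as an explanation beside expression by the macrophages themselves.

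The count of genes changed by T3 in I-BMDM was reached by 1 of the 4 splits of the 6 cultures that part the same-numbered cultures, and likewise by 1 of 4 for I-BMDM against P-BMDM. In P-BMDM, all 4 of the 4 splits gave 0 genes, and at an unadjusted p-value under 0.05 the real split gave 427 genes and the others 859, 639 and 406. The other 6 of the 10 possible splits keep cultures of the same number together and were not compared. With 4 splits the share cannot fall under 0.05, so these comparisons cannot be told apart from chance by this test alone. The number of gene sets was reached by 2 of the 4 splits in I-BMDM, by 2 of 4 in P-BMDM and by 1 of 4 between the cell types. The other splits called 11, 11 and 15 sets in I-BMDM while calling 0 genes. Each of them exchanges 1 or 2 of the 3 pairs and so keeps a part of the T3 effect, which means that these counts do not measure variation between cultures alone. The overlap of 0 genes between the cell types was reached by 16 of the 16 combinations, a comparison with a count of 0 that could not have come out otherwise, with 255 genes called in I-BMDM at an unadjusted p-value under 0.05 in P-BMDM.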

How the results depend on the processing

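The alternatives were planned in advance, except those for the size of the response and for the interaction of gene sets, which were chosen after seeing the data. An analysis of transcripts, sums over transcripts, curated transcripts only and pseudocounts were not run, since the deposited values are counts per gene. The filter on a mean of 5 counts removed no tested gene and so cannot move the size of the response.

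For all 3 comparisons with calls, an added threshold of 1 on the absolute log2 fold change lowered the count, to 1583 genes for T3 in I-BMDM, 2773 for I-BMDM against P-BMDM and 1590 for the interaction. Under the other alternatives, the counts stayed between 6051 and 7048 for T3 in I-BMDM, between 6077 and 8273 for I-BMDM against P-BMDM and between 4102 and 4913 for the interaction. In P-BMDM, where edgeR called 0 genes (427 at an unadjusted p-value under 0.05), 3 genes were called without a filter (Klf9, Scd1 and Idi1), 4 by DESeq2 (Klf9, Ccl6, Slc43a2 and Vegfa), 1 with all 12 cultures in one fit (LOC105244034), and from 0 to 11 across the fits that each left out one culture. Genes called in both cell types numbered 2 without a filter, 4 with DESeq2, 1 with all 12 cultures in one fit and from 0 to 8 with one culture left out. The ratio of the SDs of the log2 fold changes was 1.44 without a filter and 3.73 with the stricter filter, against 3.33, and from 2.44 to 3.48 with one culture left out. In P-BMDM, 1 gene set passed with preranked fgsea, against 3 with camera, and from 1 to 3 with one culture left out. The cause of these changes was not tested.

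Same-numbered cultures did not deviate together: their mean correlation was 0.0252 in I-BMDM, -0.0575 in P-BMDM and -0.0231 between the cell types. With the replicate number as a block, 7048 genes were called for T3 in I-BMDM, 0 in P-BMDM (336 at an unadjusted p-value under 0.05), 6520 between the cell types and 4431 for the interaction, and 13, 3 and 15 gene sets for the 3 comparisons.

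Directions that reversed are given next. With all 6 against 6 cultures and T3 as a covariate, the log2 difference of I-BMDM to P-BMDM became 0.46 for Tnf, -0.83 for Adgre1, -0.39 for Dbp, -1.07 for Gprc5c, -0.13 for Gm5123, 0.61 for Aars, -1.20 for Abca1, -0.68 for Apoc2, -1.02 for Ifit3, -0.10 for Lgmn, 2.42 for Trib3 and 0.71 for Atf4. That setting averages over control and T3-treated cultures, and each of these genes changed under T3 in I-BMDM. Prkaa1 in I-BMDM became 0.000988 without a filter and 0.056 with all 12 cultures in one fit, and Prkaa2 in P-BMDM 0.00746 with the replicate block. With fgsea the score became 1.06 for p38 MAPK components in I-BMDM, 1.05 for their interaction, -0.438 for them in P-BMDM, -0.557 for cholesterol metabolism in P-BMDM and -0.99 for glycolysis and gluconeogenesis between the cell types; none of these sets passed in either test.

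With one culture left out, the mean log2 change of sets in P-BMDM ranged from -0.0143 to 0.0233 for tricarboxylic acid cycle, -0.0483 to 0.034 for cholesterol metabolism, -0.0813 to 0.00277 for DNA replication, -0.136 to 0.0167 for pyrimidine metabolism, -0.0623 to 0.0119 for vacuolar ATPase, -0.0546 to -0.00512 for antigen presentation, -0.0626 to 0.02002 for hematopoietic cell lineage, -0.0519 to 0.0121 for p38 MAPK components and -0.0296 to 0.0332 for chromatin regulators. The means of 3 other sets in P-BMDM also crossed 0 without a change of direction in the test, from -0.00801 to 0.0478 for amino acid biosynthesis, -0.00455 to 0.0456 for JAK-STAT components and -0.000944 to 0.0231 for ribosome biogenesis, as did the interaction of p38 MAPK components, from -0.114 to 0.0146. The log2 change of single genes ranged from -0.0773 to 0.0702 for Prkaa1 in I-BMDM and, in P-BMDM, from -0.123 to 0.117 for Csf1, -0.204 to 0.0275 for Prkaa1, -0.17 to 0.267 for Prkaa2, -0.157 to 0.0306 for Thra, -0.00745 to 0.104 for Jak2, -0.0611 to 0.0627 for Stat3, -0.00539 to 0.118 for Mapk14, -0.0199 to 0.0553 for Rela, -0.245 to 0.0679 for Myc, -0.0658 to 0.0631 for Mbp and -0.2001 to 0.0472 for Ucp2.

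The 382 gene results followed are the named genes called in a comparison and, for T3, also the genes of the paper and those known to respond to T3, a choice made after reversals had been seen. Of their 5179 values under the alternatives, 5026 kept their direction and side of the threshold, 107 lost significance, 8 gained it and 38 changed sign. Over all 145 named genes, called or not, 172 of 7436 values changed sign, 12 of them for genes called in the comparison, and 2 of these 12 were called in both directions. For gene sets, the direction is the one given by the test against all other genes, which is not always the sign of the mean. Of their 920 values, 872 kept this direction and their side of the threshold, 25 lost significance, 4 gained it and 19 changed direction.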

Differences from the paper's values

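The paper reports 113 transcripts changed by T3 in both I-BMDM and P-BMDM, while 0 genes were called in both here, with 255 of the genes called in I-BMDM at an unadjusted p-value under 0.05 in P-BMDM. Of its 113 transcripts, the paper reports 50 with the same trend, against 0 genes here. The paper shows about 970 transcripts changed by T3 in P-BMDM in Fig. 7C, read by eye, against 0 genes here, with 427 at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed these gaps: the genes called in both numbered at most 8, those with the same trend at most 2 and those in P-BMDM at most 11. The paper's values are for transcripts, and the values here are for genes.

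The settings that called any gene in P-BMDM were no filter (Klf9, Scd1 and Idi1), DESeq2 (Klf9, Ccl6, Slc43a2 and Vegfa), all 12 cultures in one fit (LOC105244034) and the fit without control culture 2, with 11 genes, among them Dbp, Ccl6 and Slc43a2. The other 5 fits that each left out one culture called 0.

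The paper states that RNA-seq showed up-regulation of the genes of Figure S3, which include GM-CSF; Csf2 had 0 counts in all 12 cultures. It places cell cycle among the terms down-regulated by T3 in P-BMDM, where the cell cycle set had a mean log2 fold change of -0.05 (adjusted p = 0.424 from camera; between 0.402 and 0.903 with one culture left out). It describes ribosome as down-regulated by T3 in P-BMDM, where the mean of the ribosomal protein genes was -0.16 with all cultures and -0.01 without control culture 2. It ranks the p38 module second in I-BMDM, by enrichment of KEGG modules among down-regulated transcripts. Here the p38 MAPK components were tested for a shift of their mean, a different measure. It was -0.10 (adjusted p = 0.236 from camera, and between 0.212 and 0.29 with 1 culture left out). Of the 36 genes, 18 were called down and 7 up by edgeR, so the paper's ranking is not contradicted. The sets used here, also those for cell cycle and ribosome, are hand-written and not the KEGG lists. The paper states that T3 raised the mRNA of AMPKα in I-BMDM and left that of Sirtuin-1 unaffected (Figure S4), in other cultures that were treated for longer than the Methods give for RNA-seq. Here Prkaa1 changed by -0.00414 on the log2 scale (adjusted p = 0.971 in edgeR; between 0.44 and 0.997 over the alternatives), and Sirt1 rose by 0.44 (adjusted p = 0.00226; between 0.000884 and 0.0133). Of the 1888 gene symbols that could be read from the up-regulated part of Table S1 and were tested, 38 were called down here and 1754 up. That part was read for 1997 of the paper's 3082 up-regulated transcripts. Table S3 lists Slc6a8 as down-regulated in both cell types, while its log2 fold change was 0.28 in I-BMDM and 0.24 in P-BMDM.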

Other observations

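The tests of the gene totals behind Table S3 and of the total count of P-BMDM control culture 2 were chosen only after the result was seen.

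P-BMDM control culture 2 had 3790 genes without any count and T3-treated culture 1 had 3700, against 2494 to 2985 in the other P-BMDM cultures. Each of these 2 cultures lay apart on a principal component of the P-BMDM cultures, which held 38.5% and 29.6% of the variance. For control culture 2, a lower total count was excluded, since its total ranks 4 from the lowest of 6. The rank correlation of its deviations across genes was 0.271 with GC content and -0.232 with transcript length, both below the 0.3 set for an explanation; 98.8% of the genes had a reference value. The 10 highest genes took 18.5% of its counts, above each other P-BMDM culture, so a few genes taking more counts remains a candidate explanation, though the share in the others reached 17.5%. The slope of the excess variance against the count was 0.414, on the same side as in every other P-BMDM culture, where it was between 0.129 and 0.398. All 6 lay under the 0.5 set beforehand for fewer distinct RNA molecules, and after these slopes had been seen the test was taken as unable to decide, since it did not separate this culture from the others. As technical explanations remain, no biological explanation is offered. No fit left out both cultures.

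In I-BMDM, Trib3 rose by 5.6 on the log2 scale under T3, Cth by 4.78, Chac1 by 4.78 and Atf4 by 2.11; Trib3, Chac1 and Atf4 were chosen after their values were seen. A list of 27 other target genes of the transcription factor ATF4, of which 26 were tested, had a mean log2 fold change of 1.89 (adjusted p = 1.77e-31 from camera in limma, 8.84e-32 before adjustment), with 25 called up and 1 down. A list of 19 endoplasmic reticulum chaperones and related genes had a mean of 0.06 (adjusted p = 0.579 from camera in limma), with 7 called up and 4 down. This list thus showed no shift in a single direction, which does not exclude stress of the endoplasmic reticulum, since its genes moved both ways. In a check added afterwards, the ATF4 list also passed in the 3 other splits, which exchange labels, with smaller means of 0.53, 0.55 and -0.44. As these splits keep a part of the T3 effect, they do not measure variation between cultures alone. A higher activity of ATF4 may thus be a part of the response of I-BMDM to T3, a hypothesis formed and tested on the same cultures. Whether stress of the endoplasmic reticulum takes part in it was not decided.

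Across 10957 genes, the log2 fold change under T3 in I-BMDM was related to the log2 difference of P-BMDM to I-BMDM with a Pearson's r of -0.15 when different control cultures were used on each side, and of -0.141 when they were shared. The size of r with different controls was 106.6% of that with shared ones. Shared controls push r upwards, so this test could not have explained a negative r and decides nothing. T3 may therefore move I-BMDM slightly away from P-BMDM, although genes are not independent replicates and r is small.

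For the genes of Table S3, a change in the total of the gene in P-BMDM was tested: 4.26% had an unadjusted p-value under 0.05, where chance gives 5%. The listed transcripts held a median of 5.81% of the TPM of their gene, with a range from 0.209% to 99.1%, so that changes of minor transcripts may account for calls at transcript level without a change of the gene. No transcript-level counts were analysed here, so this remains a hypothesis.

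Dbp rose in P-BMDM and fell in I-BMDM under T3. Another phase of the circadian clock was tested with 11 other clock genes, of which 63.6% moved in the direction that Dbp gives in I-BMDM and 54.5% in P-BMDM, below the 80% set for this explanation.

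Thra had 35.8 ± 3.81 CPM in control and 29.2 ± 0.746 in T3-treated I-BMDM, and 18.3 ± 1.98 and 17.4 ± 2.27 in P-BMDM (means ± SD, n = 3 cultures). Thrb had 0 counts in every I-BMDM culture and between 3 and 18 in P-BMDM. In P-BMDM, Prkaa1 changed by -0.06 on the log2 scale and Sirt1 by -0.10, with adjusted p-values of 0.99 and 0.968 in edgeR.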
